# Chromatin conformation regulates the coordination between DNA replication and transcription

**DOI:** 10.1038/s41467-018-03539-8

**Published:** 2018-04-23

**Authors:** Ricardo Almeida, José Miguel Fernández-Justel, Cristina Santa-María, Jean-Charles Cadoret, Laura Cano-Aroca, Rodrigo Lombraña, Gonzalo Herranz, Alessandra Agresti, María Gómez

## Abstract

Chromatin is the template for the basic processes of replication and transcription, making the maintenance of chromosomal integrity critical for cell viability. To elucidate how dividing cells respond to alterations in chromatin structure, here we analyse the replication programme of primary cells with altered chromatin configuration caused by the genetic ablation of the HMGB1 gene, or three histone H1 genes. We find that loss of chromatin compaction in H1-depleted cells triggers the accumulation of stalled forks and DNA damage as a consequence of transcription–replication conflicts. In contrast, reductions in nucleosome occupancy due to the lack of HMGB1 cause faster fork progression without impacting the initiation landscape or fork stability. Thus, perturbations in chromatin integrity elicit a range of responses in the dynamics of DNA replication and transcription, with different consequences on replicative stress. These findings have broad implications for our understanding of how defects in chromatin structure contribute to genomic instability.

## Abstract (web summary)

The maintenance of chromatin integrity during replication is critical for cell viability. Here the authors study how dividing cells respond to alterations in chromatin structure and find that these elicit a range of responses in the dynamics of DNA replication and consequences on replicative stress.

## Introduction

Every time a cell divides, its entire genetic and epigenetic information must be accurately replicated. In eukaryotic cells this occurs during the S-phase of the cell cycle through the activity of hundreds to thousands of replication origins (ORIs) distributed along their large genomes, in a context of a tightly packaged chromatin structure. Chromatin encodes epigenetic information and governs genome stability by protecting DNA to mutagenic agents and by regulating the accessibility of protein complexes to DNA. Two outstanding recent reports have successfully reconstituted efficient and regulated budding yeast chromatin replication in vitro, providing important clues on the regulatory role of chromatin both in ORI specification and replisome progression^1,2^.

The basic unit of chromatin is the nucleosome, in which 147 bp of duplex DNA are wrapped around a histone octamer containing two copies of each of the four core histones: H2A, H2B, H3 and H4^3^. The higher-order organization of nucleosome core particles is controlled by the association of the intervening DNA with either the linker histone H1 or with non-histone proteins such as the high mobility group box (HMGB) family, that seem to exert different effects (reviewed in refs. ^4,5^). While histone H1 is believed to stabilize the nucleosome by preventing DNA unwrapping, HMGB proteins impose a bending of the DNA that might destabilize the nucleosome structure, facilitating its remodelling^6–9^. In agreement with this, histone H1 depletion alters global chromatin compaction in mammalian cells and causes de-repression of heterochromatin transposable elements in *Drosophila*^10–13^. On the other hand, HMGB1 depletion associates with reduced nucleosome occupancies and increased amounts of RNA transcripts both in *Saccharomyces cerevisiae* and in mammalian cells^14^. Interestingly, replisome progression studies with purified proteins on a chromatin template have found that Nhp6a, the yeast ortholog of mammalian HMGB1, additively stimulate the rate of replication in the presence of the histone chaperone FACT^2^. Here, by employing genetic ablation of three of the somatic isoforms of histone H1 or for HMGB1, we address how alterations in chromatin structure affect the definition of the sites of replication initiation and the kinetics of replication elongation in vivo. We find that histone H1 depletion generates massive replication fork stalling and DNA damage signalling as a consequence of transcription–replication conflicts, while the increased chromatin dynamics associated with HMGB1 depletion allows faster fork progression without altering the replication initiation landscape or generating fork instability. These findings illustrate that alterations in the DNA-histone ratio impact both on replication and transcription dynamics, unveiling how defects in chromatin structure lead to replication stress that could, in turn, enhance cellular aging and disease states during development.

## Results

### Reduced nucleosome numbers allow faster replication rates

HMGB1-KO mice die soon after birth^15^. However, HMGB1-KO MEFs are viable (Supplementary Fig. 1a), and contain a reduced amount of all canonical histones and the variant H2A.X in chromatin, likely due to the missing nucleosome-assembly activity of HMGB1^14,16^. The decrease in nucleosome number does not alter nucleosome spacing or positioning, but results in a non-uniform reduction of nucleosome occupancy across the genome^14^. This means that nucleosomes spend less time in each position to maintain the coverage of all locations genomewide. Interestingly, the increased chromatin dynamics associate with an overall increase in transcript abundance and specific alterations in the expression of a subset of genes^14^. To investigate the effects of reduced nucleosome occupancies in genomic DNA replication, we first analysed the replication initiation profile of HMGB1-KO cells by short nascent strand sequencing (SNS-Seq). This technique consists in the specific isolation and sequencing of short leading strands from asynchronously growing cells, generating a landscape of replication initiation probabilities within a cell population (Supplementary Fig. 2a) (reviewed in ref. ^17^). SNS-Seq has been applied to identify ORIs in several systems^18–23^, contributing to build up the notion that the usage of sites of replication initiation in large genomes is intrinsically flexible and related to the transcriptional and epigenetic programme. Analysis of SNS-Seq datasets derived from HMGB1-KO MEFs showed limited changes in the replication initiation profile of cells containing reduced number of nucleosomes relative to their wild-type (WT) counterparts (Figs. 1a and 2a). Note that the lower overlap between WT and HMGB1-KO ORIs (63%) relative to that obtained between replicates (78–80%) (Fig. 1b), might account for the differences in read coverage and consequently in ORI numbers between individual SNS-Seq experiments (Supplementary Fig. 2b). In spite of this, both ORI density (Fig. 1c), and ORI distribution across annotated genomic features (Fig. 1d), are highly correlated between both genotypes, recapitulating the ORI enrichment at CpG islands, transcription start sites (TSS) and exons reported previously in mouse cells^20,24–26^.

**Fig. 1:**
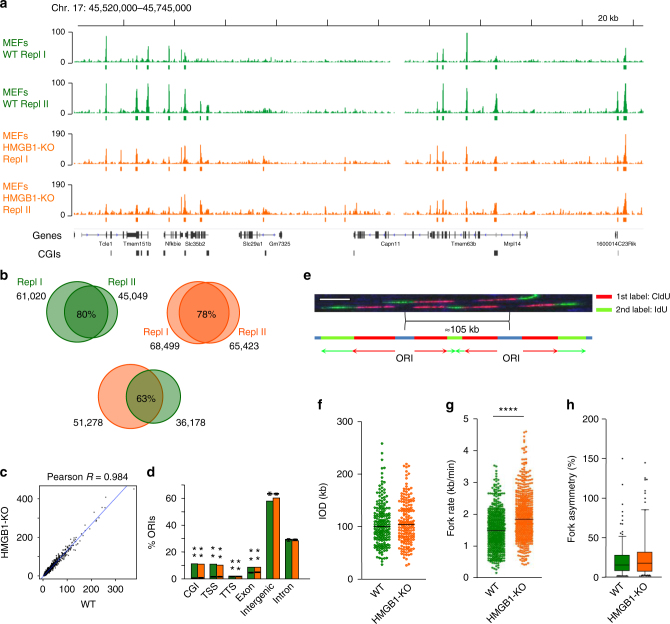
Replication initiation landscape and dynamics in cells with reduced nucleosome occupancies. **a** Representative IGV snapshot showing the SNS-Seq coverage and ORI locations from two biological replicates derived from 300 to 1500 nt SNS purified from wild-type (WT) MEFs (green tracks, upper two rows) or HMGB1-KO MEF cells (orange tracks, lower two rows). Colour rectangles below each track mark the position of the identified ORIs in each replicate. An additional representative genomic region is shown in Fig. 2a. **b** Venn diagrams showing the overlaps of common ORIs identified between replicates in WT (green) or HMGB1-KO cells (orange) and between both genotypes. **c** Pair-wise correlation of ORI number per genomic segment between WT and HMGB1-KO MEFs. **d** ORI enrichments at annotated genomic features in each cell type. Significances were calculated relative to randomized controls (depicted by black lines). The *P* value denotes the proportion of the randomization distribution that is larger than the observed test statistic. **P < 0.001. **e** Representative example of DNA fibres labelled sequentially for 20 min with CldU (red) and IdU (green) used to estimate inter-origin distances (IOD), fork rates and fork asymmetries. Scale bar, 10 μm. **f** IODs, **g** fork rates and **h** percentage of fork asymmetry calculated from stretched fibres as those shown in **e**. Median values are indicated. Data are pooled from three replicate experiments (*n* = 3). Fork asymmetry is expressed as the ratio of the longest distance covered to the shortest, for each pair of sister replication forks. Box-plots spans the interquartile range and the inside segment show the median value. Whiskers above and below the box show the locations of the 90th and 10th percentile, respectively. Data not included between the whiskers are plotted as outliers (dots). Differences between distributions were assessed with the Mann–Whitney rank sum test. ****P < 0.0001. See Supplementary Fig. 1b-e for full data analysis and numerical values

**Fig. 2:**
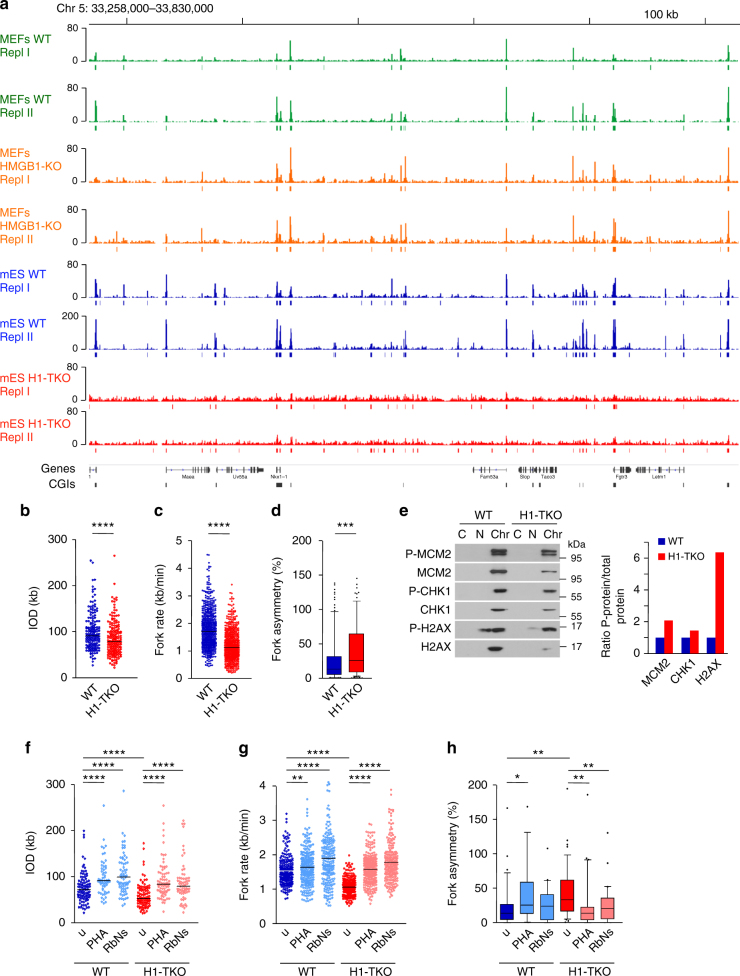
Replication initiation landscape and dynamics in cells with 50% reduction in histone H1 levels. **a** Representative IGV snapshot showing the SNS-Seq coverage and identified ORIs from two biological replicates derived from 300 to 1500 nt SNS purified from wild-type (WT) mES (blue tracks) or H1-TKO mES cells (red tracks). Data from MEFs WT and HMGB1-KO SNS-Seq are also shown for comparison (green and orange tracks). **b** IODs, **c** fork rates and **d** percentage of fork asymmetry calculated from stretched fibres from WT and H1-TKO cells. See Supplementary Fig. 1g-j for full data analysis and numerical values. Data are pooled from three replicate experiments (*n *= 3). Box-plots definitions are as in Fig. 1h. **e** Protein levels of P-MCM2, MCM2, P-CHK1, CHK1, P-H2AX and H2AX at the cytosolic (C), nucleoplasmic (N) and chromatin (Chr) fraction of both cell types. The quantification of the phosphorylated band intensity normalized to the corresponding total band intensity for each sample is shown on the right. **f** IODs, **g** fork rates and **h** % of fork asymmetry upon treating both cell types with PHA-767491 (PHA) or ribonucleosides (RbNs) for 100 min. Median values are indicated (*n* = 2). Differences between distributions were assessed with the Mann–Whitney rank sum test. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05. See Supplementary Fig. 4b for numerical values

These findings are in agreement with results from single-molecule analysis of replication intermediates (Fig. 1e), where no significant differences were detected in the inter-origin distances between WT and HMGB1-KO cells, implying no activation of additional ORIs in cells with reduced nucleosome content (Fig. 1f and Supplementary Fig. 1b and e). Strikingly, fork rate measurements detected a strong increase in replication fork speed in mutant cells (Fig. 1g and Supplementary Fig. 1c and e). This increase in the replication elongation rates, however, is not accompanied by an increment in fork instability, as concluded from detailed analysis of fork asymmetry (Fig. 1h and Supplementary Fig. 1d-e), and S-phase profiling (Supplementary Fig. 3a-c). The data indicates that in this context of a more dynamic chromatin, the replication initiation landscape is globally maintained and replication forks move faster with stable elongation dynamics.

### H1-depletion alters replication initiation and fork dynamics

Mouse embryos lacking the histone genes H1c, H1d and H1e subtypes (H1-TKO, Supplementary Fig. 1f) contain a 50% reduction in the amount of histone H1, and die by E11.5 with a very broad range of defects^27^. ES cell lines derived from these embryos have globally a less compact chromatin structure but, unexpectedly, only the expression of a small number of genes is affected^10,28,29^. H1-TKO mES cells have the equivalent to a molar ratio of one H1 molecule per four nucleosome cores and a 15 bp reduction in the spacing between nucleosomes^10^. In striking contrast to the results obtained on HMGB1-KO cells, SNS-Seq analysis of H1-TKO mES cells showed that reducing the histone H1 content in chromatin has a profound impact in the replication initiation landscape (Fig. 2a and Supplementary Fig. 2c). Although the most prominent SNS enrichments are still detectable, the widespread accumulation of short replication intermediates prevents a reliable application of any peak-calling algorithm to identify preferential sites of replication initiation in these cells (Supplementary Fig. 2d).

Concomitant analysis of replication dynamics on DNA fibres showed reduced interorigin distances and decreased fork speed in H1-TKO cells (Fig. 2b–c and Supplementary Fig. 1g-h and j). Most importantly, fork stability is strongly challenged in this condition, as indicated by the elevated number of stalled forks (Fig. 2d and Supplementary Fig.1i-j), and the increase in S-phase arrested cells (Supplementary Fig. 3d-f). A possible explanation for these results is that, when cells experience a shortage of H1, forks are slowed down and dormant ORIs are fired as a compensatory mechanism^30–33^. It is also possible that the altered chromatin context favours the activation of extra ORIs, and forks slow down due to a transient shortage of dNTPs, as described in other scenarios^34,35^. In agreement with augmented ORI activity, we found higher MCM2 phosphorylation levels in H1-TKO cells, despite the reduced recovery of chromatin-associated proteins obtained from these cells by conventional cell-fractionation methods (Fig. 2e and Supplementary Fig. 4a). As previously reported, DNA damage signalling measured by CHK1 and H2AX phosphorylation were enhanced in this context of altered chromatin structure^28^.

To get further understanding in how reduced histone H1 levels causes replicative stress, we first partially inhibit ORI firing by incubating the cells with the CDC7 kinase specific inhibitor PHA-767491 for 100 min, and analyse the effect on replication dynamics. Decreasing ORI activity (as shown by reduced levels of P-MCM2; Supplementary Fig. 4a), results on increased IODs and faster fork progression both in WT and in H1-TKO cells (Fig. 2f–g, PHA plots, and Supplementary Fig. 4b). This suggests that cells compensate for the impaired ORI activity by increasing fork speed in both cell types. A similar effect on replication dynamics on both cell types was found upon supplementing the growth medium with nucleotide precursors (Fig. 2f–g, RbNs plots, and Supplementary Fig. 4b). These findings are in agreement with previous reports demonstrating that nucleoside supplementation can rescue fork progression even in situations of no detectable nucleotide depletion^36,37^. Interestingly, increasing fork velocities by either mechanism relieves fork stalling in H1-TKO cells, suggesting that faster replisome speeds can alleviate the instability of elongating forks in H1-depleted chromatin (Fig. 2h and Supplementary Fig. 4b). Finally, to discard that some of the replication defects observed could be caused by indirect changes to the expression of DNA replication or cell cycle genes due to histone H1 reduction, we re-evaluated previously published RNAseq data on the same cells^29^. GO-term analysis failed to identify any significant enrichment in these term classes within the genes differentially expressed in H1-TKO cells (Supplementary Fig. 4c-d). Taken together, these analysis indicate that the strong alteration of the SNS landscape detected in H1-TKO cells reflects the firing of extra ORIs as well as a widespread accumulation of stalled replication intermediates.

### Replication timing is globally maintained in H1-TKO cells

We next asked whether the replicative defects of H1-depleted cells underlay alterations in the temporal order of replication of their genome. 

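Replication timing was measured on 4 microarrays, 2 hybridized with DNA of WT and 2 with DNA of H1-TKO mouse embryonic stem (mES) cells, a line that lacks the histone H1 genes Hist1h1c, Hist1h1d and Hist1h1e. In this assay dividing cells are given BrdU, sorted by DNA content into an early and a late S-phase fraction, and the newly made DNA of each fraction is immunoprecipitated, amplified and labelled. Early DNA carried Cy3 and late DNA Cy5 on every array, with no dye swap, so log2(Early/Late) is positive where a locus replicates early and negative where it replicates late. The methods give a BrdU pulse of 90 min and the sample labels one of 60 min, with 100000 sorted cells. The arrays hold 170305 different probes placed on mm9, at a median spacing of 10878 bp. The authors extracted the spots with Agilent's Feature Extraction software, which subtracted the background, removed spatial trends, gave dim spots a surrogate value and scaled the dyes linearly. From these processed intensities, log2(Early/Late) was averaged over the spots of a probe after control and outlier spots were left out, and each array was centred on the median of its autosomal probes, with no further normalization. Probe values were averaged over the 5003 windows of 500 kb that held at least 10 probes, over the regions of Supplementary Data 1, and over the 12823 genes with at least 2 probes. H1-TKO and WT arrays were compared with limma (lmFit and eBayes, two-sided) with Benjamini-Hochberg adjustment at 0.05. No source says whether replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical. For windows eBayes pooled that spread into 1 standard error of 0.22, whatever the spread of a window's own arrays. It includes the differences in amplitude given below, so very small p-values of single windows overstate what 4 arrays can show. The share of probes well above background in both channels was 16.7% for WT replicate 1, 73.6% for WT replicate 2, 81.6% for H1-TKO replicate 1 and 81.9% for H1-TKO replicate 2. The amplitude of the profiles differed between arrays, with a median absolute deviation over windows of 0.54, 0.84, 0.96 and 0.83 in the same order, and the number of arrays limits the precision of every comparison.

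The loci that the study used as controls for the fractions kept their sides. Pou5f1, the early control, encodes a pluripotency transcription factor and carries no probe. Its window on chromosome 17 of mm9, from 35500001 to 36000000, had a log2(Early/Late) of 0.63 ± 0.18 (SD, n = 2 arrays) in WT and 1.28 ± 0.36 (SD, n = 2) in H1-TKO cells. That difference of 0.65 passed (adjusted p = 0.0253 from limma over windows), so the window of the early control was itself called advanced. Akt3, the late control, lies on chromosome 1 from 178950204 to 179188334 and was at -0.97 ± 0.36 in WT and -0.92 ± 0.13 in H1-TKO cells (SD, n = 2) over 25 probes. Of the deleted genes, Hist1h1c and Hist1h1e carry no probe, and the single probe in an exon of Hist1h1d is not known to lie in the deleted sequence, so the arrays do not check the genotype.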

For this we profile replication timing by microarray hybridization of early and late-replicating DNA derived from FACS-sorted cells^38^. We found that the segmentation in early and late-replicating domains was globally conserved between WT and H1-TKO cells, and similar to the timing profile of mES cells determined previously (Fig. 3a and Supplementary Fig. 5a)^39^. These results are in excellent agreement with the reported absence of global changes in the three-dimensional organization of the genome of these cells^29^, as expected due to the strong correlation between replication timing domains and the genome's topological domains^40^. 

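The order of early and late replication along the genome was shared by WT and H1-TKO cells. Over the 5003 windows, the mean log2(Early/Late) of the genotypes correlated with Pearson's r = 0.918 and Spearman's rho = 0.904, across windows that are not independent replicates. With windows above 0.25 called early, below -0.25 late and between them middle, 3998 windows (79.9%) had the same class in both genotypes. Of the windows early in WT cells, 80.3% stayed early, and of the late ones 97.7% stayed late. Changes from one end to the other were few, with 98 windows that went from early to late and 4 from late to early.

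The window around Susd4, which encodes a sushi domain protein, went from early to late. On chromosome 1 from 184500001 to 185000000 it fell from a mean of 0.57 in WT to -1.25 in H1-TKO cells (adjusted p = 2.97e-12 from limma). The window that holds Gab1, which encodes an adaptor protein of receptor tyrosine kinases, went the other way. On chromosome 8 from 83000001 to 83500000 it rose from -0.33 to 0.76 (adjusted p = 0.000129 from limma). Both calls were also made with normexp, loess and scaled arrays. The middle class was the least stable, as 533 of its 849 WT windows were late and 64 early in H1-TKO cells.

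Replicates of one genotype correlated at r = 0.966 for WT and 0.980 for H1-TKO, above the range of 0.877 to 0.928 between single arrays of different genotypes. The share of windows with the same class was 75.6% between the WT replicates and 92.5% between the H1-TKO replicates. Between single arrays of different genotypes it ran from 65.6% to 84.2%, a range that holds the value of the WT replicates. The share between the genotype means rests on 2 averaged arrays each and is not directly comparable with these.

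**Figure D1:**
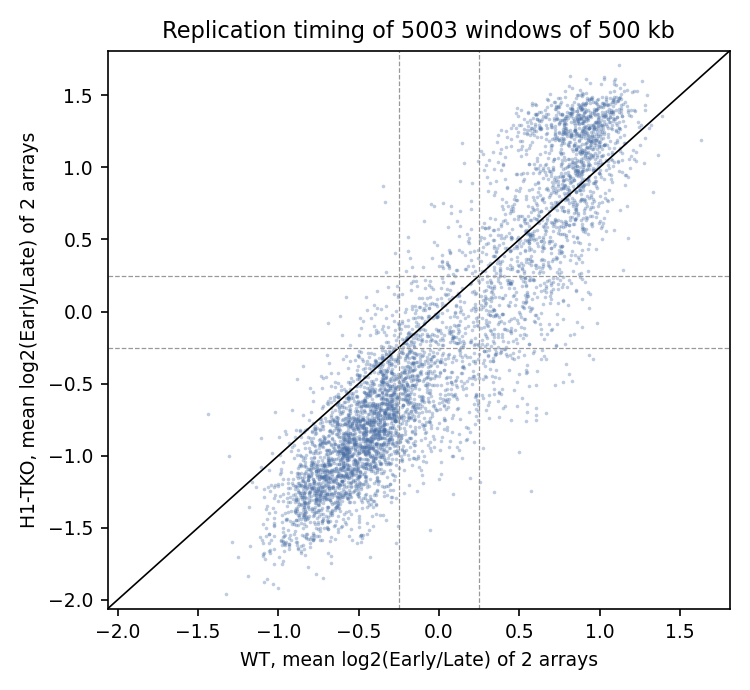
Mean log2(Early/Late) of the 5003 windows of 500 kb in WT (horizontal axis) and H1-TKO cells (vertical axis), each point a window and each value the mean of 2 arrays. The solid line marks equal values and the dashed lines the class limits of 0.25 and -0.25. Most points follow the line (r = 0.918), with late windows mostly below it and early windows on both sides.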

Around 3–4% of the genome in H1-TKO cells showed significant changes in replication timing relative to their matched WT cells, with a total of 59 and 38 regions (0.8–1 Mb in size) displaying delayed or advanced replication, respectively (Fig. 3b and Supplementary Data 1). 

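Of the 59 regions listed as delayed, 57 fell in H1-TKO cells and 2 did not pass the test, and of the 38 listed as advanced, 22 rose and 16 did not pass (limma over the 97 regions). The delayed regions went from a mean log2(Early/Late) of 0.56 and 0.54 on the WT arrays to -0.16 and -0.25 on the H1-TKO arrays. The advanced regions went from 0.03 and 0.00 to 0.69 and 0.45. The median difference was -0.73 over the delayed and 0.67 over the advanced regions. In the delayed set 58 regions, and in the advanced set 29, had both H1-TKO arrays beyond both WT arrays in the listed direction.

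The largest fall was in the region on chromosome 15 from 101240600 to 101710900, which holds keratin genes. The array gives more of its probes to Krt85 than to any other gene. Its mean was 0.48 ± 0.16 (SD, n = 2) in WT and -0.85 ± 0.14 in H1-TKO cells, a difference of -1.33 (standard error 0.14, adjusted p = 0.00340 from limma). Falls of -1.31 in the region of Gpr141 on chromosome 13, -1.30 in that of the zinc finger gene Zmat4 on chromosome 8 and -1.15 in that of Tdrd9, a helicase of the germline piRNA pathway, on chromosome 12 had the same adjusted p. The largest rise was in the region of Clmn on chromosome 12, from 105481400 to 106342300, with -0.12 ± 0.14 in WT and 0.95 ± 0.21 in H1-TKO cells (SD, n = 2), a difference of 1.07 (standard error 0.15, adjusted p = 0.00574 from limma). The regions of Pitpnc1 and Npepps, both on chromosome 11, rose by 0.92 and 0.83. Of the 2 delayed regions that missed the threshold, the one on chromosome 11 from 77426660 to 78179700 was at 0.47 in WT and 1.23 in H1-TKO cells (adjusted p = 0.0737).

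Genome-wide, 957 of the 5003 windows fell and 191 rose, which together is 22.9% of the windows tested. Of these, 866 delayed and 144 advanced windows touched no region of Supplementary Data 1. The windows of Mbnl2, a splicing regulator, on chromosome 14 from 120500001 to 121000000 and of Slc22a3 and Slc22a2, organic cation transporter genes of an imprinted cluster, on chromosome 17 from 12500001 to 13000000 fell by 1.60 and 1.28. The windows of the adaptor gene Grb2 and the septin gene Sept9 on chromosome 11 rose by 0.89 and 0.85. The mean signal of both channels on chromosome 11 was also higher in H1-TKO cells, by 0.59 (log2). Of its windows 11.8% were advanced, against 3.42% on the other chromosomes, and whether these are linked was not tested. Advanced and delayed windows numbered 546 and 850 with normexp, 308 and 570 with loess, and 672 and 566 with arrays scaled to one amplitude and centred on the median window, the last a setting chosen after the data were seen. Under the main setting, normexp, loess, scaling alone and that last setting, 401 windows were delayed and 121 advanced in each of the 5. A window counts there only if the main setting called it, at 957 delayed and 191 advanced. The balance of the shared counts is therefore not independent of the main setting. Centring on the median window without scaling, also chosen after the data were seen, left 0 called (limma, 1424 windows at an unadjusted p under 0.05).

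The paper chose the regions on these arrays, so their counts are not independent evidence of direction. Without H1-TKO replicate 1 the advanced regions that passed numbered 4 and the called windows 30. The paper does not rule out that the shifts contribute to the altered replication of H1-TKO cells but states that they are likely not the cause of the replication intermediates and stalled forks seen across the genome.

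**Figure D2:**
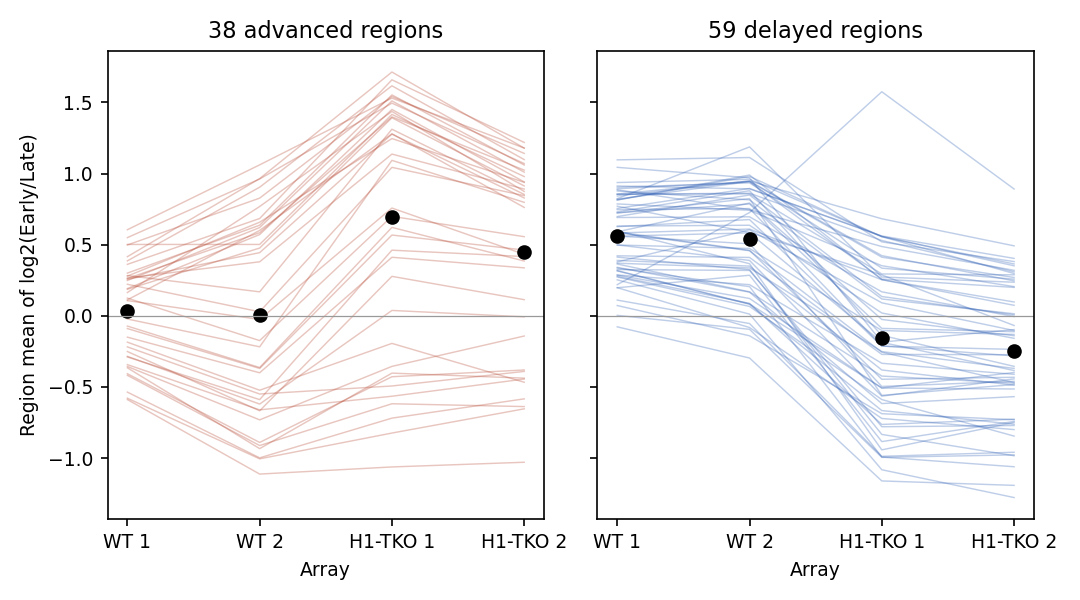
Region means of log2(Early/Late) on the 4 arrays, for the 38 advanced (left) and 59 delayed regions (right) of Supplementary Data 1. Each thin line joins the values of 1 region, the arrays have no order, and black points are means over regions. The advanced means lie at 0.03 and 0.00 in WT against 0.69 and 0.45 in H1-TKO cells, and the delayed means at 0.56 and 0.54 against -0.16 and -0.25.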

Nearly 10% of the delayed regions overlap with the replication domains that undergo timing changes during mES cell differentiation towards neural precursors (Supplementary Figure 5b;^41^). Interestingly, both advanced and delayed regions displayed a signature of early replication domains such as higher CG content, gene-density and ORI density (Fig. 3c–e). 

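Advanced and delayed regions were both GC-rich and gene-rich, as early windows were. Mean GC content, counted on the mm9 sequence, was 44.3% ± 3.93 (SD over 38 regions) in advanced and 43.6% ± 2.73 (SD over 59) in delayed regions. It was 44.9% ± 2.96 over the 1791 windows early in WT cells and 39.8% ± 2.51 over the 2363 late windows. Protein-coding genes of the GENCODE annotation of mm9 covered 56.1% of the bases of advanced and 54.0% of delayed regions, against 54.1% of early and 29.9% of late windows.

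Against late windows, advanced regions were higher by 4.52 percentage points in GC content and 26.3 in gene coverage, and delayed regions by 3.84 and 24.2 (two-sided permutation tests over regions and windows, adjusted p = 2.25e-05 for each, from p = 1e-05, the smallest that 100000 resamples can give). Against early windows, delayed regions had a GC content lower by -1.33 points (adjusted p = 0.00135, permutation test), and their gene coverage differed by -0.10 points (adjusted p = 0.972, permutation test). The differences of advanced regions from early windows, -0.66 points in GC content and 2.01 in gene coverage, did not pass (adjusted p = 0.296 and 0.691, permutation tests). Advanced and delayed regions differed from each other by 0.68 points in GC content (adjusted p = 0.440, permutation test). In all, 18 such comparisons were adjusted together.

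In WT cells 47 of the 59 delayed regions were already early, 12 were middle and none was late. Of the 38 advanced regions 17 were early, 7 middle and 14 late in WT cells. Regions and windows lie side by side and are not independent, and most regions are longer than the windows. Origin density was measured by other assays that are not analysed here.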

Regions of altered replication timing in H1-TKO cells also showed cooperative loss or gain of chromatin marks such as H3K4me1 and/or H3K4me3, as reported for the altered topological compartments in histone H1-depleted cells (Supplementary Fig. 5c;^29^). Our analysis build up on the conclusion proposed by Geeven and collaborators stating that reduced levels of histone H1 results in epigenetic alterations at the most active chromosomal domains, including replication timing changes. Although we cannot discard that the limited number of shifts in replication timing could contribute to the altered replication profile of H1-TKO cells, they are likely not responsible for the genome-wide accumulation of replication intermediates and stalled forks (Fig. 2a–d).

**Fig. 3:**
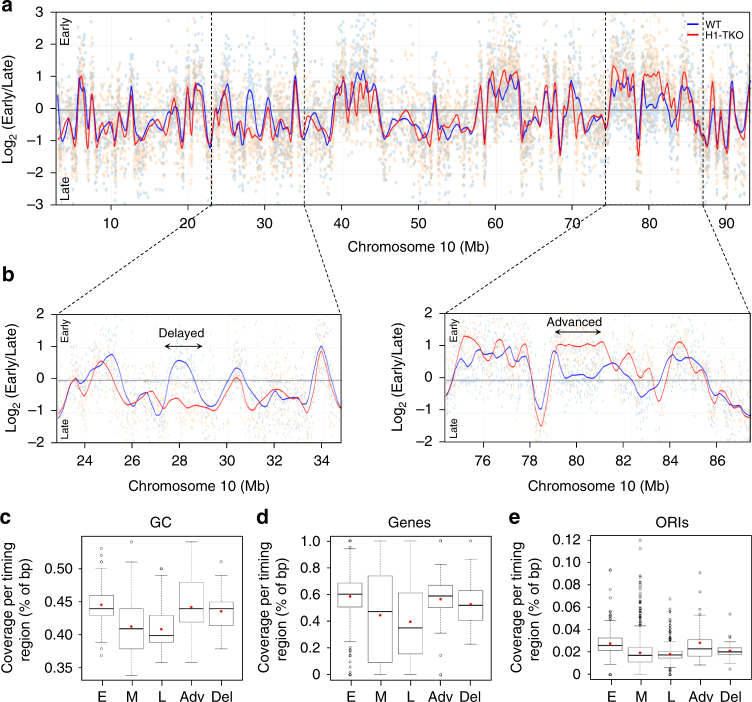
Replication-timing profiling of WT and H1-TKO mES cells. **a** Exemplary replication-timing profile of a large segment of Chromosome 10. Raw values for probe log ratios [log_2_(Early/Late)] and the local polynomial Loess smoothing curve from two replicate experiments of mES WT (blue) and mES H1-TKO (red) are shown. **b** Enhanced view of the two regions marked in **a** showing an exemplary delayed and advanced timing region in H1-TKO cells. See Supplementary Data 1 for the genomic location and features of the 97 regions with altered replication timing in H1-TKO cells. Coverage analysis of GC content (**c**), gene density (**d**) and ORIs (**e**) in the early (E), middle (M), late (L), advanced (Adv) and delayed (Del) replication-timing domains (% of bp). Box-plots definitions are as in Fig. 1h. Median values are indicated by a black line and means by a red dot. Data not included between the whiskers are plotted as outliers (empty dots)

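The delayed region of this view lies on chromosome 10 of mm9 from 27231730 to 28447430. Its mean log2(Early/Late) was 0.41 and 0.32 on the WT arrays and -0.83 and -0.98 on the H1-TKO arrays, a difference of -1.28 (standard error 0.11, adjusted p = 0.00340 from limma over the 97 regions). The gene with most probes there is Ptprk, a receptor-type tyrosine phosphatase, at 27794626 to 28317203, where 48 of its 49 probes are intronic. Ptprk was at 0.57 ± 0.06 (SD, n = 2) in WT and -0.86 ± 0.11 in H1-TKO cells, a difference of -1.43 (standard error 0.30, adjusted p = 0.00322 from limma over genes).

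The advanced region lies on the same chromosome from 79701940 to 81001900. It was at 0.26 and 0.58 on the WT arrays and at 1.40 and 1.02 on the H1-TKO arrays, a difference of 0.79 (standard error 0.19, adjusted p = 0.0208 from limma over the 97 regions). Gng7, a G-protein gamma subunit gene at 80411369 to 80477690, had the most probes. It was at 0.48 ± 0.26 (SD, n = 2) in WT and 1.55 ± 0.31 in H1-TKO cells, a difference of 1.07 (standard error 0.31, adjusted p = 0.0245 from limma over genes). With arrays scaled to one amplitude neither gene passed the threshold over genes, while the 500-kb windows that hold them were called in the same direction.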

### RNAPII dynamics is impaired in histone H1-depleted cells

As one of the causes of fork stalling through the genome is transcription–replication encounters (reviewed in refs. ^42,43^, we hypothesized that the accumulation of stalled replication intermediates in H1-TKO cells was due to impaired RNAPII dynamics when chromatin contains reduced amounts of histone H1. To test this hypothesis we first investigated the effect of H1 depletion on the RNAPII elongation rate of two long genes, mediator complex subunit 13-like (*Med13l)* and inositol polyphosphate-5-phosphatase (*Inpp5α*), previously used to study RNAPII elongation dynamics in mouse cells^44^ Initiating RNAPIIs were transiently inhibited with 5,6-dichlorobenzimidazole1-β-d-ribofuranoside (DRB) and newly started primary transcripts were measured by qPCR spanning different exon–intron junctions across *Med13l* and *Inpp5α* gene bodies to detect synchronous pre-mRNA expression (Fig. 4a and Supplementary Table 1)^45,46^. Pre-mRNA transcription was readily detected at exon 1 of both genes 10 min after DRB removal, both in WT and in H1-TKO cells (light blue lines, Fig. 4b). However, the kinetics of transcription of the other exons differ in H1-TKO cells relative to WT cells, with pre-mRNA expression starting to be detected from earlier time points in mutant cells. Strikingly, expression of exon 5 at both genes (orange lines, Fig. 4b) was detected either at similar time points (in the case of *Med13l*), or much earlier (in the case of *Inpp5α*) than expression of exon 4 (red lines, Fig. 4b). These results suggest that, in conditions of H1 depletion, RNAPII initiates transcription not only from promoter–proximal positions but also within the body of the genes. Quantification of global nascent transcription by 5-ethynyl uridine (EU) incorporation following DRB release showed the enhanced recovery rate of RNA synthesis in H1-TKO cells, consistent with increased RNAPII initiation activity in conditions of reduced histone H1 levels (Fig. 4c and Supplementary Fig. 6a). Since previous work reported the absence of major differences in mRNA abundance between WT and H1-TKO cells^10,28,29^, these results imply that the lack of H1 likely enhances non-productive transcription initiation.

**Fig. 4:**
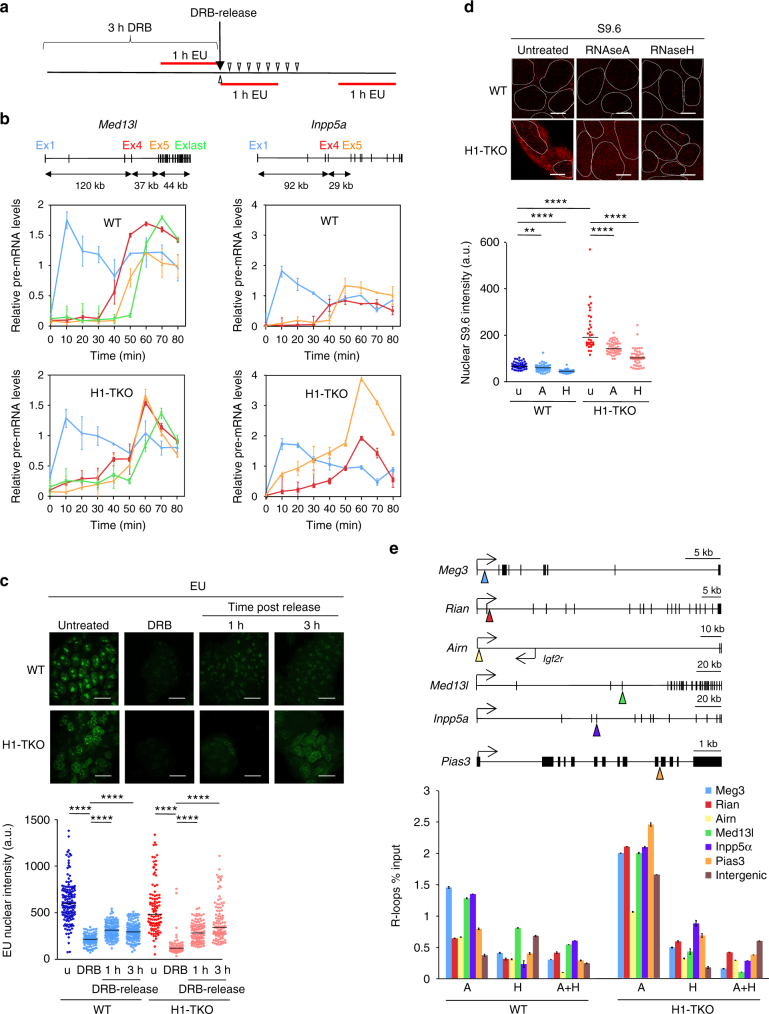
H1-TKO cells display impaired transcription dynamics. **a** Diagram of the experimental design to measure transcription elongation rates by transient inhibition of initiating RNAPIIs with DRB. Three hours after DRB incubation, the drug was washed-off to resume transcription elongation and total RNA was extracted from identical number of cells at the indicated time-points (open triangles). Global nascent transcription was evaluated by 1h-EU labelling at the indicated time points (red lines). **b** Time course transcription elongation measurements at the *Med13l* and *Inpp5a* genes in WT mES (upper panels) and H1-TKO mES cells (lower panels). Levels of pre-mRNA at the indicated times were determined by RT-qPCR at the positions marked in the gene maps above the graphs. Pre-mRNA values were normalized to the values of the non-DRB-treated sample. Results are shown as means ± s.d. from two independent experiments (*n* = 2). **c** Representative images of EU staining (top) and distribution of EU nuclear intensity during DRB treatment and upon drug-release at the time points shown in the experimental scheme in **a** (bottom). Scale bar, 20 μm. Statistical analyses and normalized values to those obtained at untreated cells are shown in Supplementary Fig. 6a. **d** Representative images of S9.6 immunostaining ±RNAseA or +-RNAseH incubation (top) and distribution of S9.6 nuclear intensity (bottom) in WT and H1-TKO cells. Scale bar, 10 μm. Nuclear segmentation (white lines) was based on DAPI staining. Median values are indicated (*n *= 2). See Supplementary Fig. 6b for numerical values and Supplementary Fig. 6c-d for S-phase distribution of S9.6 and γH2AX nuclear intensities. Differences between distributions were assessed with the Mann–Whitney rank sum test. ****P < 0.0001; ***P < 0.001; **P < 0.01. **e** DRIP analysis of R-loop enrichment at the indicated genes and at an intergenic control region. Primer positions are shown by colour triangles on the gene maps. Values are % of input from samples treated with RNAseA (A), RNAseH (H) or both (A + H). Means ± s.d. from two independent experiments are shown (*n* = 2). See Supplementary Table 1 for primer pair sequences and qPCR conditions

As a second diagnostic test of altered RNAPII dynamics in cells with reduced H1 levels, we studied R-loop retention in chromatin by immunostaining with S9.6 antibodies^47^ R-loops are three stranded structures formed transiently during the transcription cycle when the nascent RNA molecule threads back and anneals to its template DNA strand, displacing the complementary DNA strand^48–50^. R-loops have been detected at many CpG island promoter regions and at the 3′-UTR of genes, where they seem to facilitate transcription termination^51^. However, their abnormal accumulation in chromatin has been correlated with genome instability^52–54^. We found that H1-TKO cells displayed significantly increased nuclear immunoreactivity than their WT counterparts (Fig. 4d and Supplementary Fig. 6b-c). Treatment of cells with RNAseA before immunostaining decreased most of cytoplasmic signal and some of the nuclear signal, while RNAseH treatment strongly reduced nuclear fluorescence, demonstrating that the increased antibody reactivity of H1-TKO cells was due to R-loops. We then used S9.6 immunoprecipitation of DNA/RNA hybrids followed by quantitative real-time PCR (DRIP-qPCR) to confirm R-loop accumulation at specific loci (Fig. 4e and Supplementary Table 1). We found a moderate, although similarly increased enrichment at most interrogated regions in H1-TKO cells relative to WT (Fig. 4e, A-histograms), including at the two genes displaying maximal differential expression in this cells (*Meg3* and *Rian*;^27,28^), at the two genes displaying altered transcription elongation dynamics (*Med13l* and *Inpp5a*), and at a control intergenic region that is not R-loop-associated in WT ES cells. Note that RNAseA-treated samples were used as input in the DRIP experiments to avoid free RNA species annealing to DNA during sample preparation (A-histograms). As in the immunofluorescence experiments shown in Fig. 4d, RNAseH treatment confirmed that DRIP specifically detected R-loops (Fig. 4e, H- and A + H-histograms). These data support that R-loop accumulation occurs throughout many genomic regions when histone H1 levels are reduced. Increased R-loop accumulation occurs mainly in early-S cells, in parallel with elevated levels of phosphorylated histone H2AX (γH2AX) (Supplementary Fig. 6c-d), and was not detected in HMGB1-KO cells (Supplementary Fig. 6e), strongly indicating that deregulated R-loop resolution and concomitant DNA damage signalling during S-phase are specific for histone H1-mediated chromatin alterations.

### RNAPII inhibition rescues H1-TKO replication stress

Based on the range of alterations in RNAPII dynamics occurring in cells with reduced H1 content, we next asked whether the replication defects of these cells could be rescued by inhibiting RNAPII activity. Cells were incubated with α-amanitin for 6 h, conditions in which RNAPII nascent transcripts were undetectable (Fig. 5a and Supplementary Fig. 7a). As expected for co-transcriptional R-loop formation, α-amanitin-treated cells showed a significant reduction in S9.6 immunoreactivity, although this reduction did not reach the low signal levels detected when cells were incubated with RNAseH (Fig. 5b and Supplementary Fig. 7b). Importantly, analysis of replication fork dynamics by DNA fibres indicated that following transcriptional inhibition, both fork speed and fork stalling in H1-TKO cells displayed a clear recovery towards WT levels, whereas inter-origin distances were not significantly changed (pink plots, Fig. 5c–e and Supplementary Fig. 7c). These results suggest that encounters between replication and transcription complexes are pervasive in the genome of H1-TKO cells and a main cause of their altered replication pattern. RNAPII inhibition significantly reduced γH2AX signal intensity both in WT and in H1-TKO mES cells (Fig. 5f and Supplementary Fig. 7d), further confirming that clashes between replication and transcription machineries are a source of fork stalling and DNA damage in cycling cells.

**Fig. 5:**
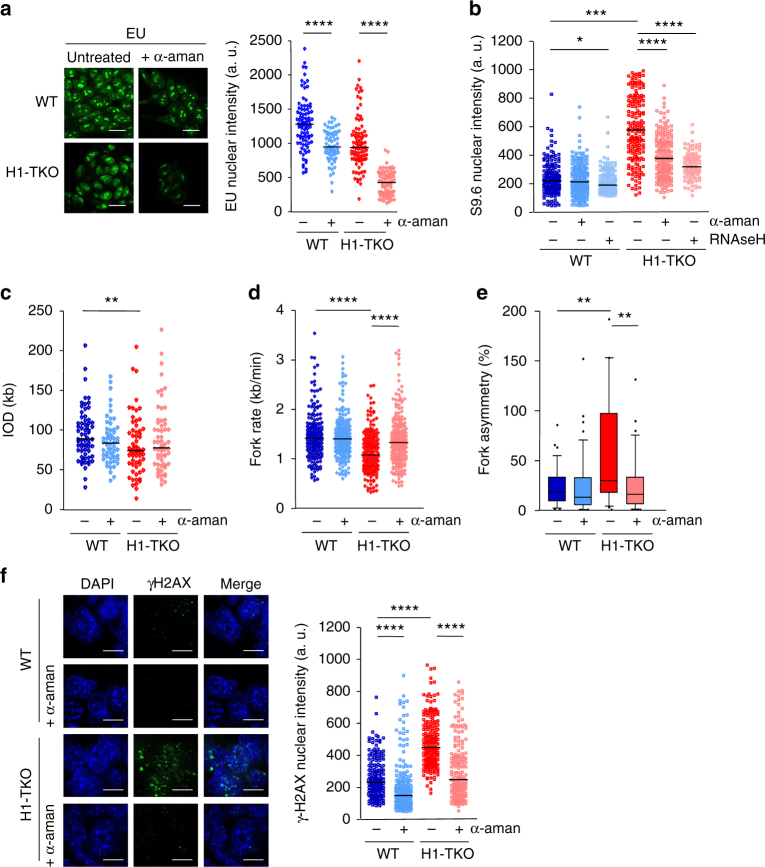
RNAPII inhibition suppresses the replication phenotypes of H1-TKO cells. **a** Representative images and quantification of nuclear EU staining of WT and H1-TKO cells untreated or treated with *a*-amanitin for 6 h. Scale bar, 20 μm. **b** Distribution of S9.6 nuclear intensity ±RNAseH incubation in WT mES and H1-TKO mES cells untreated or treated with *a*-amanitin. Data are pooled from two independent experiments (*n* = 2). Median values are indicated. **c** IODs, **d** fork rates and **e** % of fork asymmetry calculated from stretched fibres of cells untreated or treated with *a*-amanitin. **f** Representative images of γH2AX foci (left) and distribution of γH2AX intensity per nucleus (right) in cells untreated or treated with *a*-amanitin. Scale bar, 10 μm. Median values are indicated. Data are pooled from two independent experiments (*n* = 2). Differences between distributions were assessed with the Mann–Whitney rank sum test. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05. See Supplementary Fig. 7a-d for numerical values

Specific inhibition of early stages of the RNAPII transcription cycle with DRB rescued all the replication defects of H1-TKO cells (Fig. 6a–d, DRB). Most strikingly, this recovery was immediately reversed upon transcription re-start (Fig. 6a–d, DRB-release, and Supplementary Fig. 7e), strongly indicating that increased replication–transcription encounters are responsible for the replicative stress of cells with reduced H1 content. To note, the suppression of the replication defects of H1-TKO cells by DRB occurs with a milder decrease in P-MCM2 levels relative to those obtained through CDK inhibition or RbNs supplementation (Supplementary Fig. 4a). Since RNAPII inhibition is the only of the assayed treatments that fully rescues the defects of H1-TKO cells without modifying fork dynamics in WT cells, taken together these results seem to suggest that increased ORI activation is a response to the replicative stress caused by replication–transcription conflicts in the absence of correct histone H1 levels. To evaluate the contribution of R-loop accumulation to the replication phenotype, we next performed transient transfection experiments to degrade DNA/RNA hybrids in vivo by overexpressing human RNAseH1 protein (Fig. 6e). RNaseH1 overexpression decreases both R-loop and γH2AX signalling (Fig. 6f–g and Supplementary Fig. 7f), and significantly enhanced the rate of replication fork progression, without fully recovering fork asymmetry (Fig. 6h–j and Supplementary Fig. 7g). Although it is possible that the activity of human RNAseH1 might not be sufficient to reverse all effects of accumulated R-loops in these cells, these results support that the observed replication impairment of H1-TKO cells is promoted by the presence of R-loops.

**Fig. 6:**
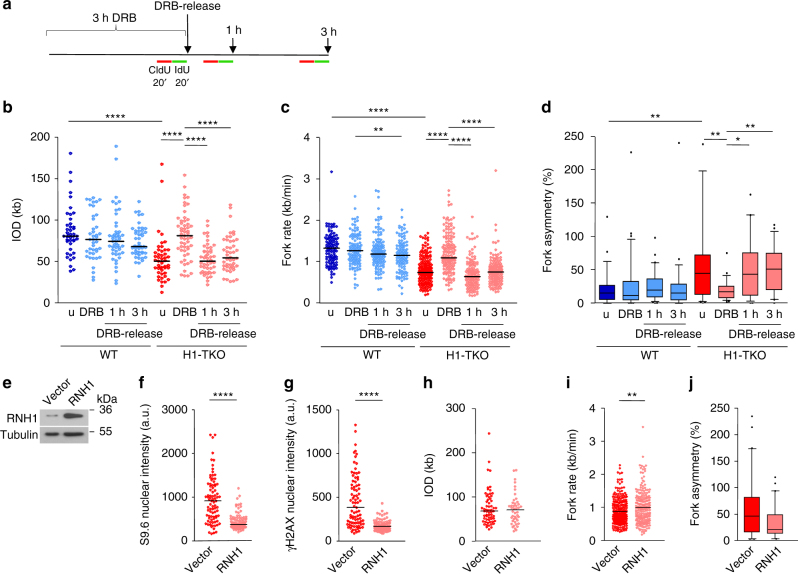
Suppression of the replicative stress of H1-TKO cells by RNAPII inhibition is immediately reverted upon transcription re-start. **a** Diagram of the experimental design to measure replication dynamics by transient inhibition of initiating RNAPIIs with DRB. Cells were labelled sequentially for 20 min with CldU (red) and IdU (green) at the indicated time points before fibre stretching. **b** IODs, **c** fork rates and **d** % of fork asymmetry from WT (blue) and H1-TKO (red) cells untreated (u), treated with DRB for 3 h (DRB) and released from the DRB block (1 h and 3 h DRB-release) as shown in **a** (*n* = 2). **e** Protein levels of RNAse H1 (RNH1) and TUBULIN in H1-TKO cells transfected either with control (vector) or RNAseH1-overexpression vector (RNH1). **f**, **g** Distribution of S9.6 and γH2AX nuclear intensities in the same cells (vector, red plots; RNH1, pink plots). **h** IODs, **i** fork rates and **j** % of fork asymmetry of the same cells. Median values are indicated (*n* = 2). Differences between distributions were assessed with the Mann–Whitney rank sum test. ****P < 0.0001; ***P < 0.001; **P < 0.1; *P < 0.2. See Supplementary Fig. 7e-g for numerical values. Box-plots definitions are as in Fig. 1h

Altogether, these results demonstrate that the high levels of replication fork stalling occurring in H1-TKO cells account for increased transcription–replication conflicts due to altered RNAPII activity when histone H1 levels on chromatin are reduced. As the suppression of fork stalling upon RNAPII inhibition occurs concomitantly with the decrease of γH2AX signalling (Fig. 5f), the reported constitutively induced DNA damage checkpoint of these cells is likely due to persistent replicative stress in their division cycle^28^.

### Histone reductions enhance transcription–replication rates

A prediction from the above results is that in HMGB1-KO cells, where replication forks travel faster but no fork stalling was detected, RNAPII dynamics would not be altered. Time-course transcription elongation measurements upon DRB release at the *Med13l* and *Inpp5α* genes showed little changes in the timing of expression in HMGB1-KO cells relative to WT cells (Fig. 7a). Similarly, no alterations in R-loop resolution or in γH2AX signalling were found in cells with reduced nucleosome numbers (Supplementary Fig. 6e). These data suggest that cells can tolerate higher replication velocities as long as RNAPII dynamics is not impaired.

**Fig. 7:**
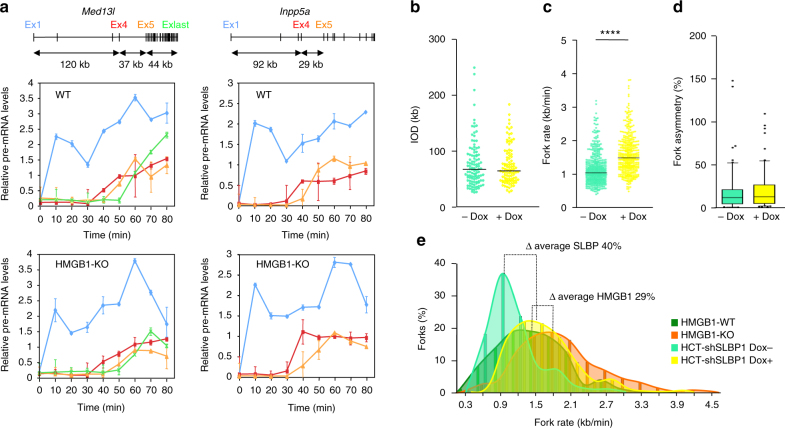
Reduced histone content allows faster rates of replication and transcription. **a** Time course transcription elongation measurements at the *Med13l* and *Inpp5a* genes in WT MEFs (upper panels) and HMGB1-KO MEFs cells (lower panels) following the experimental design depicted in Fig. 4a. Levels of pre-mRNA at the indicated times were determined by RT-qPCR at the positions marked in the gene maps above the graphs. Pre-mRNA values were normalized to the values of the non-DRB-treated sample. Results are shown as means ± s.d. from two independent experiments (*n* = 2). **b** IODs, **c** fork rates and **d** percentage of fork asymmetry calculated from stretched fibres of HCT-shSLBP.1 cells cultured in the absence (light green) or presence (yellow) of Doxicyclin (Dox) for 72 h. Median values are indicated. Data are representative of two replicate experiments and pooled (*n* = 2). Differences between distributions were assessed with the Mann–Whitney rank sum test. ****P < 0.0001. See Supplementary Fig. 8b for numerical values. Box-plots definitions are as in Fig. 1h. **e** Distribution of replication fork speeds in cells with reduced histone content relative to their respective WT counterparts

We next tested the complementary scenario: are replication forks affected in situations where reduced histone content causes increased RNAPII elongation rates? To address this issue, we analysed a human cell line whose levels of canonical histones can be modulated by knocking down the expression of the stem–loop-binding protein (SLBP) gene, encoding a histone mRNA regulatory factor^55^ Upon mild reduction of SLBP levels (Supplementary Fig. 8a and^46^, no cell-cycle defects were observed, but the amount of canonical histones and variants H2A.X and H2A.Z on chromatin decreased, causing an increase in RNAPII elongation rates and consequent defects in co-transcriptional splicing^46^. DNA fibre analysis of SLBP-knockdown cells showed a strong increase in fork speed, without significant changes in inter-origin distances or fork asymmetry (Fig. 7b–d and Supplementary Fig. 8b). Thus, the rate of replisome progression in vivo can vary over a range of velocities without compromising fork stability. Indeed, the average increase in fork velocity was stronger in this situation of histone depletion than in HMGB1-KO cells (40% vs. 29%) (Fig. 7e), consistent with the increased RNAPII elongation rates displayed by SLBP-knockdown cells^46^. Possibly, this enhanced response on both transcription and replication elongation rates could be associated with the changes in the composition of chromatin occurring specifically in SLBP-knockdown cells, such as the drop in the levels of the histone variant H2A.Z and the increase of the variant H3.3^14,46^.

Collectively, these results illustrate that a more open chromatin conformation due to fewer nucleosomes enable faster progression of both replication and transcription machineries to different extents, and suggest that this co-regulation can act as a mechanism to diminish the probability of conflicts between both complexes helping cells to avoid replicative stress.

## Discussion

The results reported here support a scenario by which perturbations in the integrity of the chromatin template elicit a range of responses in the dynamics of DNA replication and transcription, with different consequences on replicative stress. We found that reductions of the histone-DNA ratios in chromatin, either resulting from impaired histone incorporation by knocking-out HMGB1, or from mild alterations in the histone supply by knocking-down SLBP, allowed faster fork velocities without altering the global replication initiation landscape or generating fork instability (Figs. 1 and 7). These findings were unanticipated, as fork velocities and ORI usage appear to be coupled in all cellular contexts examined^30–34,56^ and likely reflects the cells' flexibility to cope with variations in fork speed providing that no replication factor becomes limiting. Replication fork speed in vivo is dependent on new histone supply and efficient nucleosome reassembly (reviewed in ref. ^57^) Indeed, long-term inhibition of canonical histone biosynthesis resulting in a much more severe reduction in histone levels in chromatin that the ones reported here, strongly impaired replication fork progression and generated DNA damage^58,59^. In turn, lowering nucleosome occupancies in chromatin accelerated RNAPII elongation rates to various degrees (Fig. 7 and ref. ^46^). These results indicate that nucleosomes exert a physical barrier to the progression of the molecular machines that copy the genetic information and suggest that ongoing replisomes and elongating RNAPII complexes might have different requirements for remodelling activities to destabilize nucleosomes ahead of them. Importantly, we found that cells can tolerate a range of variations in the speed of replication and transcription elongation complexes without experiencing detectable problems in their division cycle as far as these increased rates do not generate collisions between both machineries. The opposite situation is exemplified by the reduction of histone H1 levels in chromatin, which triggers a dramatic alteration in replication initiation patterns, including the firing of additional ORIs and massive fork stalling as results from elevated transcription–replication conflicts (Figs. 2, 5 and 6). In this altered chromatin context, surprisingly, we observed that fork instability can be alleviated by increasing the rate of replication fork progression. The reasons for this are unclear, but we speculate that slow-moving forks in H1-depleted chromatin are specifically sensitized to encounters with transcription roadblocks such as paused or arrested RNAPII complexes or accumulated R-loops.

An unexpected finding of this work was that, in the absence of the correct amounts of histone H1 in chromatin, the dynamics of RNAPII is defective, inducing replication stress and DNA damage signalling (Figs. 4 and 5). These findings reveal a role of histone H1 in regulating the initial steps of the RNAPII transcription cycle and/or in R-loop resolution whose mechanistic details deserve further investigation. Supporting our results, a recent report demonstrates that *Drosophila* histone H1 prevent R-loop-induced replication stress in heterochromatin^60^. While depletion of the only somatic histone H1 variant in *Drosophila* induces abnormally early heterochromatin replication^60^ we found that the temporal replication programme of cells with a 50% reduction in histone H1 levels was globally preserved, with only few regions shifting replication timing (Fig. 3). Although we cannot rule out that heterochromatic regions like telomeres or centromeres could also display altered replication timing in H1-TKO cells, as these regions were excluded from the microarrays used in the analysis, the absence of main changes in the late-replicating segments of the genome, as well as in the S-phase distribution of EdU patterns (Supplementary Fig. 3f), and in the global 3D topological organization^29^, argues against this possibility. 

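Late-replicating windows stayed late in H1-TKO cells, and more of them moved further to the late side than to the early side. Of 2363 windows late in WT cells, 2308 were late, 51 middle and 4 early in H1-TKO cells. Among them 578 fell and 8 rose past the threshold of limma. The windows of Col1a2, a type I collagen gene, on chromosome 6 and of Gria1, a glutamate receptor gene, on chromosome 11 fell from -0.44 to -1.32 and from -0.58 to -1.48. The probes of the genes themselves were not late in WT cells. Col1a2 went from 0.70 to -0.90 over 4 probes and Gria1 from -0.03 to -1.39 over 33. Col1a2 lies in a delayed region of Supplementary Data 1, on chromosome 6 from 4384251 to 5585131, which was at 0.80 in WT cells.

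The median difference in late windows was -0.40, against 0.10 in early and -0.32 in middle windows. This is no larger than the spread between replicates, since WT replicate 2 minus WT replicate 1 had a median of -0.42 over the same late windows. With arrays scaled to one amplitude and centred on the median window, a setting chosen after the data were seen, the median of late windows was 0.02. It was -0.05 with normexp, -0.12 with loess, -0.23 with scaling alone and -0.28 with probes well above background. The median of early windows changed sign, to -0.17 with scaling alone and -0.01 with probes well above background. Across the main setting, normexp, loess and both scaled settings, 90 late windows were delayed and 8 advanced in each of the 5. The main setting itself called 578 delayed and 8 advanced late windows, which bounds these shared counts. Their balance therefore does not show that the lean to the late side holds under the other settings. With centring on the median window alone limma called none of any class. The 4 windows that went from late to early include that of Gab1, on chromosome 8 from 83000001 to 83500000.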

On the contrary, the widespread distribution of replication intermediates (Fig. 2a), and the rapid effect of transcription inhibition and re-start on replication fork dynamics (Figs. 5 and 6), strongly suggest that pervasive RNAPII roadblocks can, either directly, or indirectly through the generation of R-loops, interfere with the progression of the replisomes along the genome generating replicative stress and causing the firing of extra ORIs. Interestingly, a recent report demonstrated that replication progression itself modulate R-loop formation and resolution in an orientation-dependent manner^61^. Is therefore possible that the highly deregulated replication occurring in H1-TKO cells, with augmented ORI usage, can directly affect R-loop accumulation, in turn enhancing transcription–replication conflicts and replicative stress. Increasing evidence supports the notion that altered transcription and R-loop formation can contribute to replicative stress and drive genomic instability^37,62,63^. Accumulated R-loops can also mediate chromatin compaction at certain genomic regions, contributing to fork stalling and aggravating replication-transcription conflicts at those sites^64,65^. We expand this scenario further by showing that impaired RNAPII metabolism caused by alterations in chromatin structure can be an additional mechanism triggering replication stress in cycling cells.

Our work shows that chromatin conformation regulates the dynamic interplay between replication and transcription, unveiling its fundamental role in minimizing conflicts between the machineries moving along the same DNA template, and thus in preserving genome integrity. These findings could have important implications in situations of physiologically or pathologically altered chromatin structure, such as cellular aging, neurological and developmental disorders, or cancer^66–69^.

## Methods

### Cell culture, cytometry and drug treatment

mES cells (kindly provided by A. Skoultchi, Albert Einstein College of Medicine, USA) were grown at 37 °C and 5% CO2 in Dulbecco’s modified Eagle’s medium (DMEM, Invitrogen) supplemented with 10% foetal calf serum, FBS (Biosera), 1× non-essential aminoacids, 2 mM l-glutamine, 50 mM b-mercaptoethanol, 1 mM sodium piruvate, 100 U/ml penicillin, 100 μg/ml streptomycin (Invitrogen) and 10^3^ U/ml LIF (ESGRO). MEFS were derived from 14.5 dpc (Balb/C) embryos and grown in DMEM high glucose medium supplemented with 10% FBS (Gibco), 100 U/ml penicillin, 100 μg/ml streptomycin, 2 mM l-glutamine, 1× non-essential aminoacids and 50 mM β-mercaptoethanol. HTC-shSLBP.1 cells (kindly provided by F. Prado, CABIMER, Spain) were cultured with or without Dox for 3 days as described^46^ in McCoy's 5A-modified medium supplemented with 10% FBS (Gibco), 100 U/ml penicillin and 100 μg/ml streptomycin. All cell lines have been tested for mycoplasma contamination. For cell-cycle analyses cells were incubated for 20 min with 250 µM IdU (Sigma) and fixed in 70% ethanol. After 30 min incubation in 2 M HCl with 0.5% Triton X-100 samples were neutralized for 2 min in 100 mM Sodium Tetraborate, pH 9.5, and then incubated for 1 h with primary antibodies (mouse anti-BrdU/IdU, BD Bioscience) and 30 min with secondary antibodies (anti-mouse IgG Alexa-Fluor 647, Thermo Fisher Scientific), both at room temperature. After that cells were stained with cycle buffer (PI/RNAse, BD Pharmingen) for 30 min at room temperature in the dark. Samples were analysed using a FACSCanto A machine (Becton Dickinson), FACSDiva v6.1.3 analysis software, and the FlowJo v10 programme.

RNAPII-dependent transcription was inhibited by incubating cells in the presence of either 100 mM DRB for 3 h (Sigma Aldrich) or 10 mg/ml α-amanitin for 6 h (Sigma Aldrich). CDC7 inhibition and ribonucleosides supplementation were performed by incubating cells with 60 μM of PHA-767491 (Sigma) or 60 μM of Nucleosides (Merck) for 100 min, respectively.

### DNA transfection

For each experiment, 7.5 × 10^6^ cells were co-transfected with a mixture of 1 μg mCherry reporter plasmid + 4 μg pcDNA3.1 vector or 4 μg pcDNA3-RNAseH1 vector (gift from A. Aguilera, CABIMER, Spain) using Lipofectamine 2000 reagent (Invitrogen). Twenty four hours after transfection, 0.5 × 10^6^ mCherry-positive cells were sorted (FACSAria Fusion, BD Biosciences), and grown for another 24 h before fibre stretching and immunofluorescence analysis.

### Short nascent strands purification

For each SNS preparation, approximately 10^9^ exponentially growing cells were directly lysed on the flasks with 50 mM Tris pH 8.0; 10 mM NaCl; 10 mM EDTA pH 8.0; 0.5% SDS and 0.1 mg/ml of Proteinase K (Roche) and incubated overnight at 37 °C in a water bath. High molecular-weight genomic DNA was purified by extremely careful phenol/chloroform extractions and precipitated with 0.1 volumes of 3 M sodium acetate and 2 volumes of cold absolute ethanol in a 50 ml tube. DNA skeins were fished with a Pasteur pipette and gently rinsed three times with 1 ml 70% ethanol by sequential transfer into fresh eppendorf tubes. Once dried, DNA pellets were resuspended in 1 ml of TE supplemented with 2 μl of RNAseOUT (Thermo Fisher Scientific) and kept at 4 °C for 48–96 h.

Sucrose gradients were prepared from seven-step sucrose solutions (from 5% to 20% sucrose) made in 10 mM Tris-ClH (pH 8.0), 1 mM EDTA, 100 mM NaCl in centrifuge tubes (Beckman Coulter 331374) using a peristaltic pump. Fully resuspended genomic DNA was denaturated by heating during 5 min at 100 °C and immediately transferred on ice. Denaturated gDNA was gently transferred on the top of each sucrose gradient tube and size fractionation was performed by ultracentrifugation on SW40Ti rotors during 20 h, at 102,445 × g and 20 °C in a Beckman Coulter Optima^TM^ L-100 XP Ultracentrifuge. A total of 1 ml fractions were collected from the top of the gradient and precipitated by adding 1 μl of 20 mg/ml glycogen, 100 μl NaOAc 3 M pH 5.2 and 2.2 ml EtOH 100%. Air-dried replication intermediates from each gradient fraction were resuspended in 60 μl of TE supplemented with 1 μl of RNAseOUT^TM^. Size fractionation was analysed by alkaline electrophoresis in 1% agarose gels (50 mM NaOH, 1 mM EDTA). Those fractions containing replication intermediates ranging between 400 and 2000 nt of size derived from four (mES) to eight (MEFS) independent SNS preparations were pooled. To avoid any possible contamination with nicked DNA generated during sample manipulation and thus enrich in replication intermediates (containing an RNA primer at their 5′-end), pooled fractions of the desired sizes were subject to three rounds of PNK phosphorylation and lambda-exonuclease digestion as follows. Samples were heat denaturated during 5 min and the phosphorylation reaction was prepared in 200 μl with 1× forward buffer, 100 U PNK (Thermo Scientific), 1 mM ATP (Thermo Scientific), and 40 U RNAseOUT^TM^ and incubated for 30 min at 37 °C. Reactions were stopped by adding 5 μl of 5% sarkosyl, 5 μl of 0.5 M EDTA and 10 μl of Proteinase K (625 μg/ml) and incubated for 30 min at 50 °C. Samples were extracted with phenol/chloroform, ethanol precipitated and resuspended in 100 μl of water. Once resuspended, they were heat denaturated again for 5 min and the digestion with lambda-exonuclease was prepared in 150 μl with 1× buffer, 150 U lambda-exonuclease (custom-made, Thermo Scientific) and 40 U RNAseOUT^TM^ and incubated overnight at 37 °C. Reactions were inactivated during 10 min at 75 °C, extracted with phenol/chloroform, ethanol precipitated and resuspended in 60 μl of water (or in 30 μl after the third round).

To prepare replication intermediates for sequencing, SNS were primed with 1 μl (50 pmol) of random hexamer primer-phosphate (Roche) by incubating the reactions for 5 min at 95 °C and allowing gradually cooling to 4 °C. Primer extension was performed by adding 1 μl dNTP (10 mM) (Roche) and 1 μl exo-Klenow 5 U/μl (New England Biolabs), and incubating for 1 h at 37 °C. Reactions were inactivated for 10 min at 75 °C. Ligation of adjacent fragments of the second-strand synthesis was performed by adding 2 μl of Taq DNA ligase 40 U/μl (New England Biolabs), incubating for 30 min at 50 °C and inactivating the enzyme for 10 min at 75 °C. Finally, RNA primers were removed by treating samples with 1 μl RNAse A/T1 Mix (Thermo Scientific) for 30 min at 37 °C, and DNA was extracted with phenol/chlorophorm, ethanol precipitated and resuspended in 20 μl of TE. DNA libraries were prepared at the Fundación Parque Científico de Madrid (FPCM), with the NBNext kit (New England Biolabs) following manufacturer’s instructions. Each library was sequenced by 75 single-end runs on a NS500 system (Illumina) at the FPCM.

### SNS-Seq data processing

SNS-Seq reads were aligned to the mm10 version of the genome using the standard BWA-MEM algorithm. Reads with low quality and multihits were removed with the Samtool view (parameter -q 1). ORI peaks were determined with the scanquantile programme^19^, with a *P *value threshold of 1E−16. The required genome segmentation used by this peak-calling script was based on replication timing data from mES^39^, which accurately matches the read coverage differences between segments. Finally, the peaks separated by less than 200 bp were merged (keeping the lowest *P* value), and the peaks with a *P* value higher than a threshold were removed; this threshold was fixed depending on the read depth and the background of each track.

Common peaks were obtained with the intersectBed (BedTools), with parameters -wa -f 0.1: nonreciprocal, and with a minimal fraction of 10% of overlap. The heatmap, pairwise comparison between origins per segment, and Venn diagrams were generated with custom R scripts; the dendrogram of the heatmap was calculated with the standard hierarchical clustering implemented on the heatmap.2 function (gplot package).

To account for the observed genomic distribution of replication origins, ORI peaks were compared with the expected proportion calculated from genomic intervals randomly sampled from throughout the genome. The procedure was repeated 1000 times and the statistical significance of the observed distribution was determined by computing the empirical *P* value from the sampling distribution.

### Fibre stretching

Exponentially growing cells were pulsed first with 50 µM CldU (Sigma) for 20 min and then with 250 µM IdU (Sigma) for another 20 min. Cells were then resuspended at a concentration of 0.5 × 10^6^ cells/ml in cold PBS. A volume of 2 µl of cell suspension were lysed directly on the slide by adding 10 µl of pre-warmed (30 °C) spreading buffer (0.5% SDS, 200 mM Tris pH 7.4, 50 mM EDTA) and incubated for 6 min at room temperature in humidity chamber. DNA fibres were stretched by tilting the slide ~30^o^. After air drying the slides, DNA fibres were fixed for 2 min with cold (−20 °C) 3:1 methanol:acetic acid solution. Slides were then incubated in 2.5 M HCl for 30 min at room temperature, washed three times with PBS, and blocked for 1 h with 1% BSA, 0.1% Triton X-100, 1× PBS before incubation with 1:100 anti-CldU (Abcam), 1:100 anti-IdU (BD Bioscience) and 1:300 anti-ssDNA (Millipore) antibodies during 1 h at room temperature in humidity chamber. Finally, the slides were incubated for 30 min at room temperature with 1:300 anti-rat IgG Alexa Fluor 594 (Thermo Fisher Scientific), anti-mouse IgG1 Alexa Fluor 488 (Thermo Fisher Scientific) and anti-mouse IgG2a Alexa Fluor 647 (Thermo Fisher Scientific), air dried and mounted with Prolong (Invitrogen). Visual acquisition of the DNA fibres was done in a Axiovert200 (Zeiss) Fluorescence Resonance Energy Transfer microscope and the images were analysed with the image processing programme ImageJ v1.51a using the conversion factor of 1 μm = 2.59 kb. Statistical analyses were performed in Prism v5.0.4 (GraphPad Software) using the non-parametric Mann–Whitney rank sum test . *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Protein extraction and western blotting

Cells were lysed with RIPA buffer (25 mM Tris-HCl pH 7.5, 180 mM NaCl, 1% deoxycholate, 1% NP-40, 0.1% SDS) and extracts were sonicated in a Bioruptor (Diagenode) during 10 cycles 30 s HIGH, 30 s OFF, and then cleared by centrifugation (15 min, 4 °C, 21,100 × *g*). Primary antibodies used were rabbit anti-P-MCM2-S53 (Abcam ab70367, dilution 1/1000), rabbit anti-MCM2 (gift from Juan Méndez, CNIO, Spain, dilution 1/5000), rabbit anti-P-CHK1-S345 (Cell Signalling, 2348 S, dilution 1/500), mouse anti-CHK1 (Santa Cruz sc-8404, dilution 1/500), rabbit anti-γH2AX (Cell Signalling 9718S, dilution 1/1000), rabbit anti-H2AX (Cell Signalling 7631S, dilution 1/1000), rabbit anti-RNAseH1 (Proteintech 15606-AP, dilution 1/2000), mouse anti-α-TUBULIN (Sigma T-5168, dilution 1/4000), rabbit anti-HMGB1 (Abcam ab18256, dilution 1/1000) and mouse anti-SLBP (Sigma WH0007884M1, dilution 1/500). Uncropped scans of the blots are shown in Supplementary Fig. 9.

### Replication timing analysis

In total, 30 × 10^6^ WT and H1-TKO MEF cells were incubated with BrdU for 90 min before ethanol fixation. After centrifugation, fixed cells were suspended in PBS with RNAse A (0.5 mg/ml) and propidium iodide (50 μg/ml) for 30 min at room temperature. 100,000 cells were sorted into two fractions, S1 and S2, corresponding to Early and Late S-phase fractions, respectively, using a FACSAria Fusion apparatus (BD Biosciences). Cells in each fraction were then suspended in a lysis buffer (50 mM Tris pH = 8, 10 mM EDTA, 300 mM NaCl, 0.5% SDS, and 0.2 mg/ml of Proteinase K) and newly synthesized DNA was then immuno-precipitated with BrdU antibodies (Anti-BrdU Pure, BD Biosciences, 347580). The quality of enrichment of early and late fractions in S1 and S2 was performed by qPCR with Pou5f1 oligonucleotides (early control) and with Akt3 oligonucleotides (late control) as described previously^38^. Whole genome amplification was conducted (WGA, Sigma) to obtain the amount of DNA (1000 ng) required for microarray hybridization as recommended by the manufacturer. After amplification, early and late newly synthesized DNAs were labelled with Cy3 and Cy5 ULS molecules (Genomic DNA labelling 24Kit, Agilent) as recommended by the manufacturer. The hybridization was performed according to the manufacturer’s instructions on 4 × 180K mouse microarrays (SurePrint G3 Mouse CGH Microarray Kit, 4 × 180K, Agilent Technologies, reference genome: mm9) that covers the whole genome with one probe every 13 Kb (11 Kb in RefSeq sequences). Microarrays were scanned with High-Resolution C Scanner (Agilent) using a 2 μm resolution and the autofocus option. Feature extraction was performed with the Feature Extraction 9.1 software (Agilent Technologies). Analysis was performed with the Agilent Genomic Workbench 5.0 software. The log 2 -ratio timing profiles were smoothed using the Agilent Genomic Workbench 5.0 software with the Triangular Moving Average option (500 kb windows). To determine the replication domains in different conditions, algorithms from CGH applications in the Agilent Genomic Workbench 5.0 software were used, particularly the aberration detection algorithms (*Z*-score with a threshold of 1.8) that define the boundaries and magnitudes of the regions of DNA loss or gain corresponding to the late and early replicating domains respectively. Then, a comparative analysis of replication domains was performed between the different cellular conditions, in order to determine DNA segments with significant replication timing changes. A Student's test (*t*-test) was performed on the average of the Log 2 values of every domains with R programme 3.2.3 and significant difference is annotated when *P* value < 10 ^−3^. The intersection with different data sets was performed with GALAXY tools and *T*-test was performed to identify significant differences. Positions of genes used for gene coverage come from RefSeq mm9. The characteristics of the regions with significant alteration in replication timing in H1-TKO cells are shown in Supplementary Data 1. To check the overlap between these regions and domains that change replication timing during differentiation of mES cells in vitro^69^, the percentage of intersection between them was compared with the expected percentage obtained when randomizing 10,000 times their genomic distribution. Statistical significances were determined by computing the empirical *P* value from the random sampling.

### GO-term enrichment analysis

The enrichment analysis was performed using the software Panther, version 13.0^70^. Differentially expressed genes were selected from Geeven et al.^29^, fixing a threshold of *P* value < 0.05.

### Immunofluorescence

Cells grown on glass coverslips (VWR) were fixed with 3.7% formaldehyde in PBS for 15 min and permeabilized with 0.5% Triton X-100 in PBS for 20 min. Samples were blocked in 3% BSA (Sigma Aldrich) in PBS before overnight incubation at 4 °C with primary antibodies: 1:400 S9.6 (gift from P. Huertas, CABIMER, Spain^47^ or 1:200 anti-γH2AX (Abcam), followed by 1 h incubation at room temperature with the respective secondary antibodies conjugated to Alexa-Fluor 594, 647 or 488 (Thermo Fisher Scientific) and then 5 min staining at room temperature with 2 ng/μl of DAPI (Merck) in PBS. Coverslips were mounted in Prolong Diamond (Life Technologies) and visual acquisition was performed in a LSM510 AxioImager M1 microscope (Zeiss) using either a ×63 or a ×100 oil objective. Nuclear segmentation was based on DAPI staining. Statistical analyses were performed in Prism v5.0.4 (GraphPad Software) using the non-parametric Mann–Whitney rank sum test . *P < 0.05, **P  < 0.01, ***P < 0.001, ****P < 0.0001.

### Nascent DNA and RNA labelling

For nascent DNA labelling, cells were incubated in culture medium supplemented with 10 μM EdU for 20 min, rinsed in cold PBS before fixation in 3.7% formaldehyde for 15 min. EdU incorporation was revealed with Click-iT® EdU Imaging kits (Invitrogen) using Alexa Fluor 647 dye according to manufacturer's instructions. Coverslips were staining at room temperature with 2 ng/μl of DAPI (Merck) in PBS for 5 min and then mounted in Prolong Diamond (Life Technologies). Cells were analised using the ImageJ v1.51a software and scored as early-, middle-, or late-S phase according to their EdU replication-foci patterns. Statistical analyses were performed in Prism v5.0.4 (GraphPad Software) using the non-parametric Mann–Whitney rank sum test (Supplementary Figure 6). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

For nascent RNA labelling, cells were incubated in culture medium supplemented with 0.5 mM EU for 1 h and processed as above. EU incorporation was revealed with Click-iT® RNA Imaging kits (Invitrogen) using Alexa Fluor 488 dye according to manufacturer´s instructions. The mean EU fluorescence intensity per cell was obtained using ImageJ v1.51a software by averaging the mean grey value of EU signal measured in each nucleus. Nuclear segmentation was based on DAPI staining. Statistical analyses were performed in Prism v5.0.4 (GraphPad Software) using the non-parametric Mann–Whitney rank sum test . *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Pre-mRNA analysis

Transient inhibition of RNAPII Ser2 phosphorylation with DRB and release was adapted from Singh and Padget (2009)^45^ following the modifications of Jimeno-González et al.^46^. Briefly, subconfluent cell cultures were incubated in complete medium supplemented with 100 μM DRB for 3 h, then DRB-medium was washed-off and fresh medium was added to resume transcription elongation. Total RNA from equivalent number of cells was isolated every 10 min with RNeasy kit (Quiagen) following the manufacturer´s instructions. One microgram of RNA per time point was treated with DNAse (Roche), and reverse transcription reactions were performed with SuperScript III First Strand Synthesis System (Invitrogen) using random hexamers. Pre-mRNAs at the different time-points were quantified by RT-qPCR with primers spanning different exon–intron junctions (Supplementary Table 1). qPCR reactions were performed with an ABI Prism 7900HT Detection System (Applied Biosystems), with HotStar Taq polymerase (Qiagen) and SYBR (Molecular Probes). qPCR conditions were empirically tested for each primer pair and only those showing and slope of −3.3  +-10% and R2 value > 0.99 were accepted. All reactions were performed in duplicate in two independent experiments. Quantitative analyses were carried out using the ABI Prism 7900HT SDS Software (v 2.4). Pre-mRNA values were normalized to the values of the non-DRB-treated sample, which was set to one. Results are shown as means ± s.d.

### DNA/RNA immunoprecipitation

DRIP experiments were performed with 0.4 μg/μl S9.6 antibody per IP reaction essentially as described in Skourti-Stathaki et al.^50^. Samples were treated either with 1 mg/ml RNAseA (Sigma), 30 U RNAseH (New England Biolabs), or both RNAseA and RNAseH, for 18 h at 37 °C before immunoprecipitation. DRIPs and input material were used as templates for qPCR reactions as described above. Primer sequences and PCR conditions are shown in Supplementary Table 1.

### Data availability

The SNS-seq and replication timing datasets are deposited at the NCBI GEO (GSE99741). All relevant data are available from the authors.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

# Supplementary material for: Chromatin conformation regulates the coordination between DNA replication and transcription
**Source:** Nat Commun. 2018 Apr 23;9:1590. doi: 10.1038/s41467-018-03539-8
**Supplement:** Supplementary file 1 — Supplementary Information

**Chromatin conformation regulates the coordination between DNA
replication and transcription**

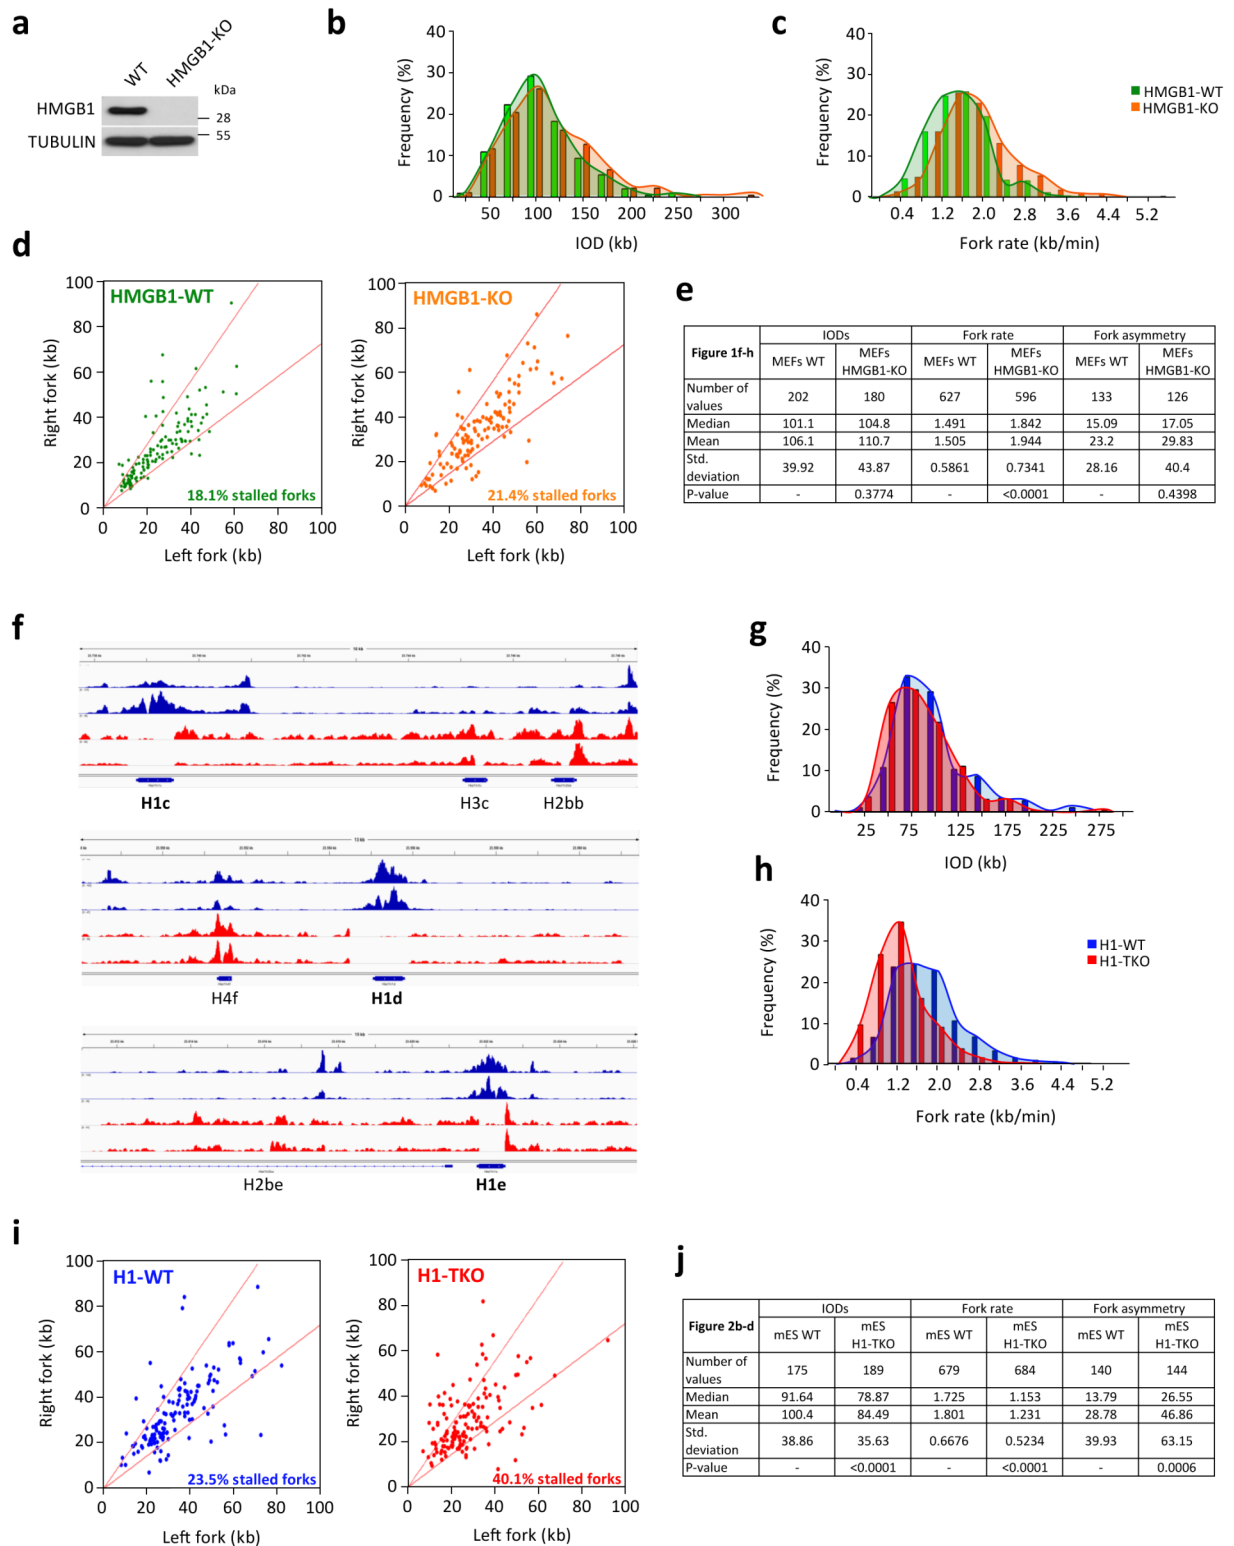

Supplementary Figure 1 (related to Figures 1 and 2). Single molecule analysis of DNA replication in HMGB1-KO and H1-TKO cells.

(a) Immunoblot analysis of HMGB1 levels in primary MEFs obtained from embryos of the indicated genotype. TUBULIN was used as a loading control. Frequency distribution of inter-origin distances (b, g) and fork rates (c, h) in MEFs WT, MEFs HMGB1-KO, mES WT and mES H1-TKO. (d, i) Scatter plot of the distances covered by right-moving and left-moving sister forks during the IdU pulse. The central areas delimited by red lines contain sister forks with less than a 30% length difference. The percentage of asymmetrical signals in each cell type is indicated (lower right of plots).

(e, j) Statistical analysis of IODs, fork rates and fork asymmetry in the four cell types. (f) IGV snapshots showing the SNS coverage at the histone gene locus in mES WT (blue tracks) and in mES H1-TKO (red tracks). The deleted genes **H1c**, **H1d** and **H1e** are highlighted in bold letters.

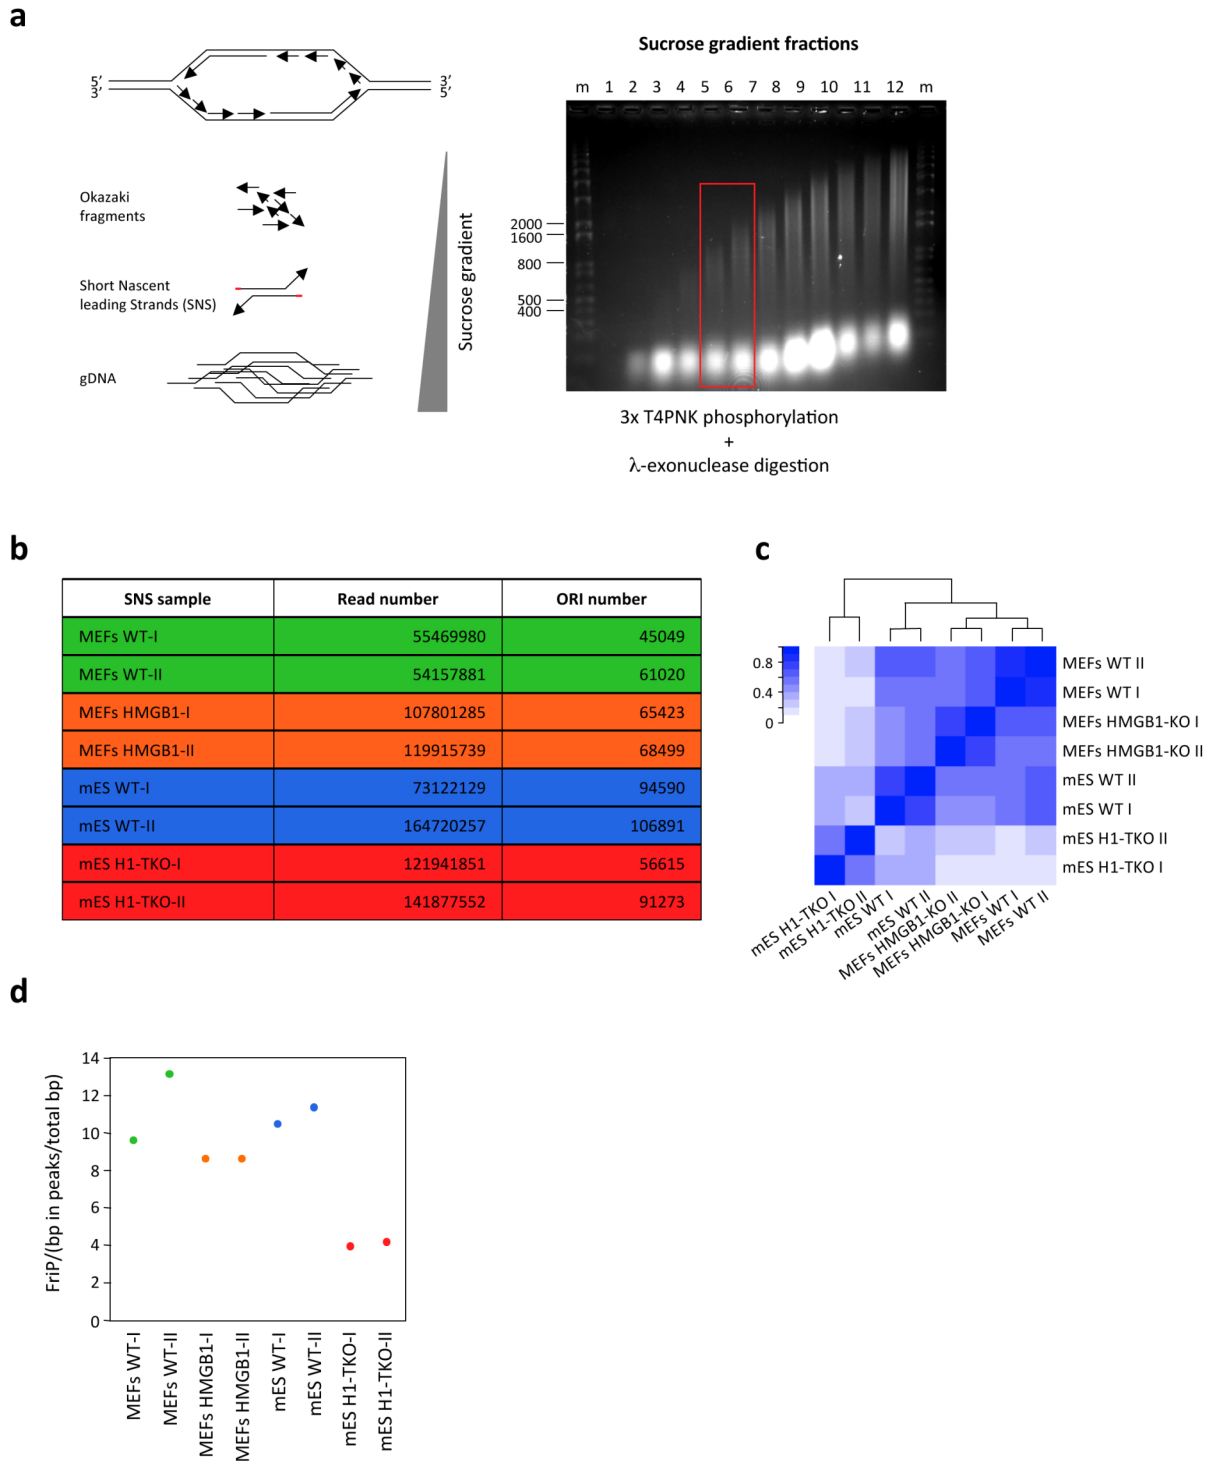

Supplementary Figure 2 (related to Figures 1 and 2). Replication initiation profiling by SNS-Seq.

(a) Schematics of sucrose gradient fractionation of replication intermediates and representative gradient profile. The fractions used for SNS library preparations are shown. See Methods for details. (b) Summary table of aligned reads and identified ORIs at each SNS-Seq library. Colors are as in Figures 1 and 2. (c) Clustered heatmap of pair-wise correlation between ORIs identified at the 8 SNS-Seq experiments illustrated in Figure 2a. (d) Fraction of reads in peaks (FriP) analysis (1) in each SNS-Seq library illustrating the low SNS enrichments detected in H1-TKO cells. FriP was calculated

as the number of reads overlapping a peak divided by the total number of reads, normalized by the genome fraction in peaks to account for the differences in ORI numbers between experiments.

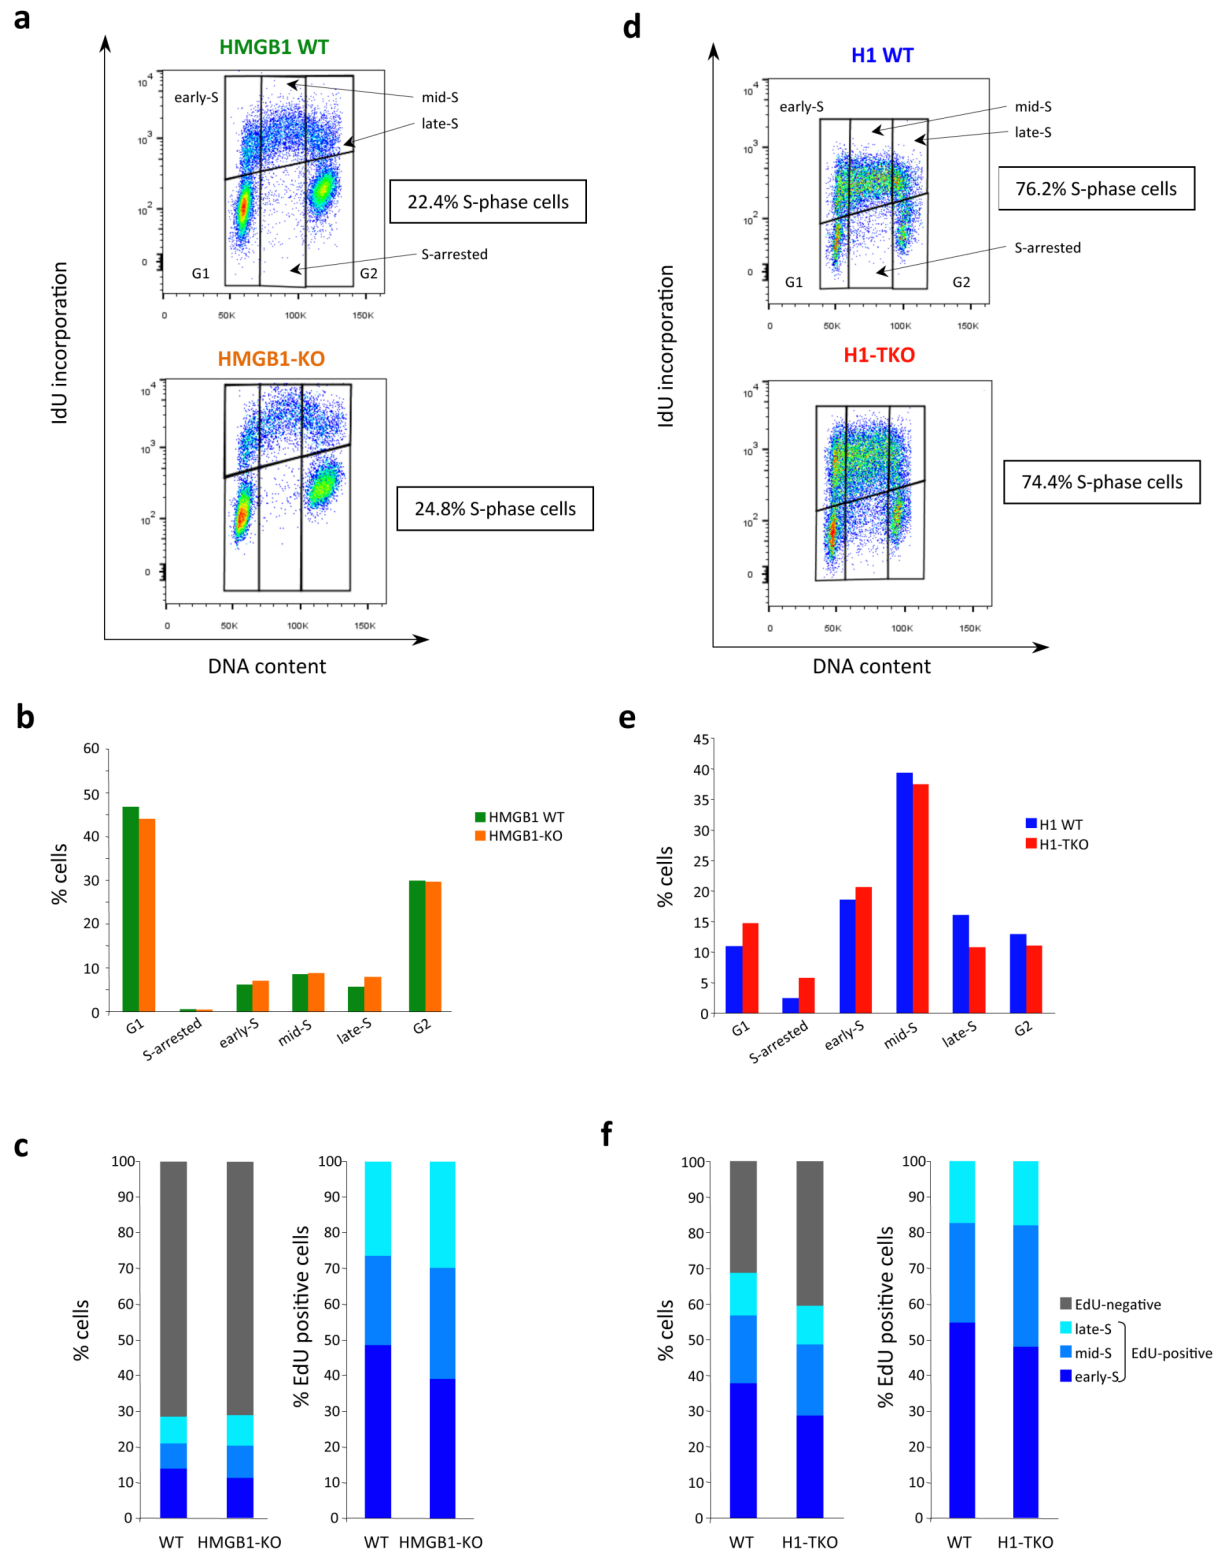

Supplementary Figure 3 (related to Figures 1 and 2). Replication rates of HMGB1-KO and H1-TKO cells.

(a, d) Cell cycle distribution of MEFs WT, MEFs HMGB1-KO, mES WT and mES H1-TKO. The percentage of actively replicating cells evaluated by IdU incorporation after 20 min pulse is indicated (right side of plots). (b, e) Percentage of cells at each cell-cycle stage determined from (a). (c, f) Percentage of early, mid and late-S cells determined by scoring EdU replication-foci patterns (2).

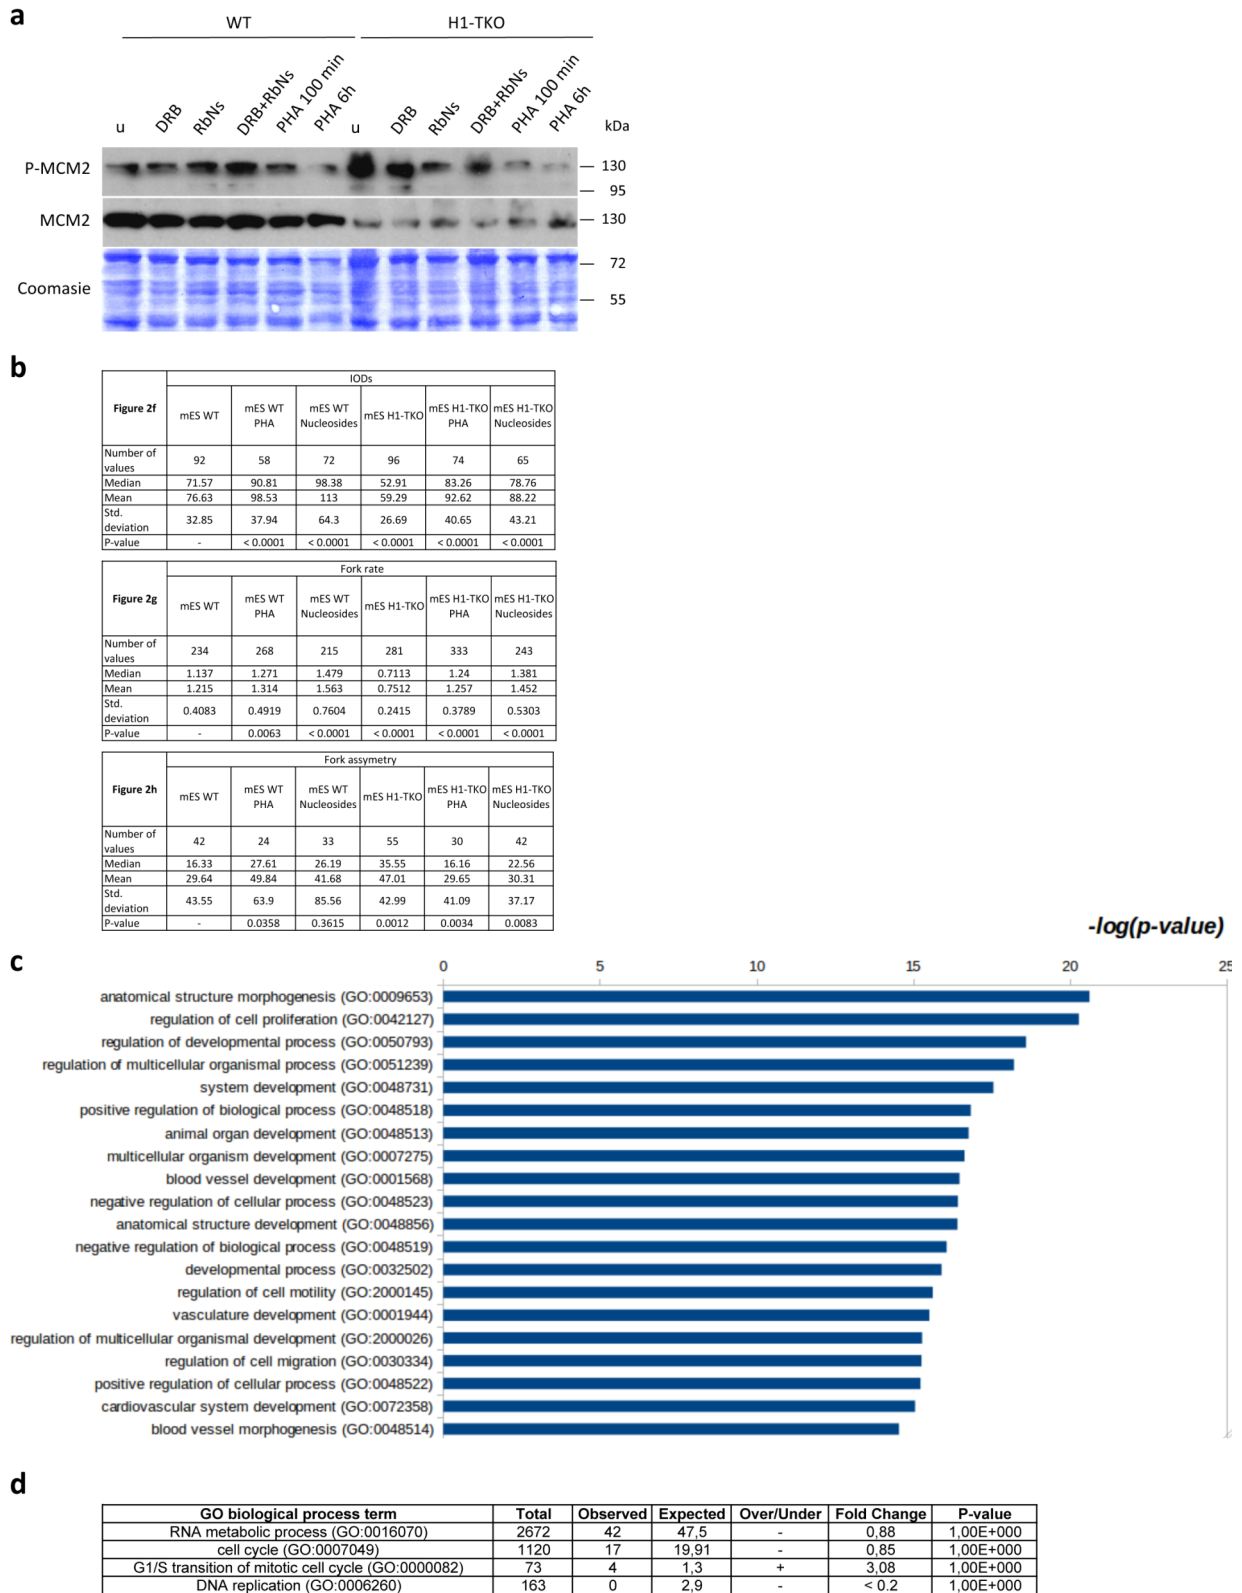

Supplementary Figure 4 (related to Figure 2). Replication fork dynamics and gene expression analysis of mES WT and H1-TKO cells.

(a) Immunoblot analysis of P-MCM2 and MCM2 levels in WT and H1-TKO cells upon various drug treatments. (b) Statistical analysis of IODs, fork rates and fork asymmetry in cells treated with PHA-768491 or ribonucleosides for 100 minutes (Figure 2f-h). (c) GO term analysis of genes displaying differential expression between WT and H1-TKO cells. (d) Enrichment values of the indicated GO biological processes in differentially expressed genes. Data are from Geeven et al. (2015)³.

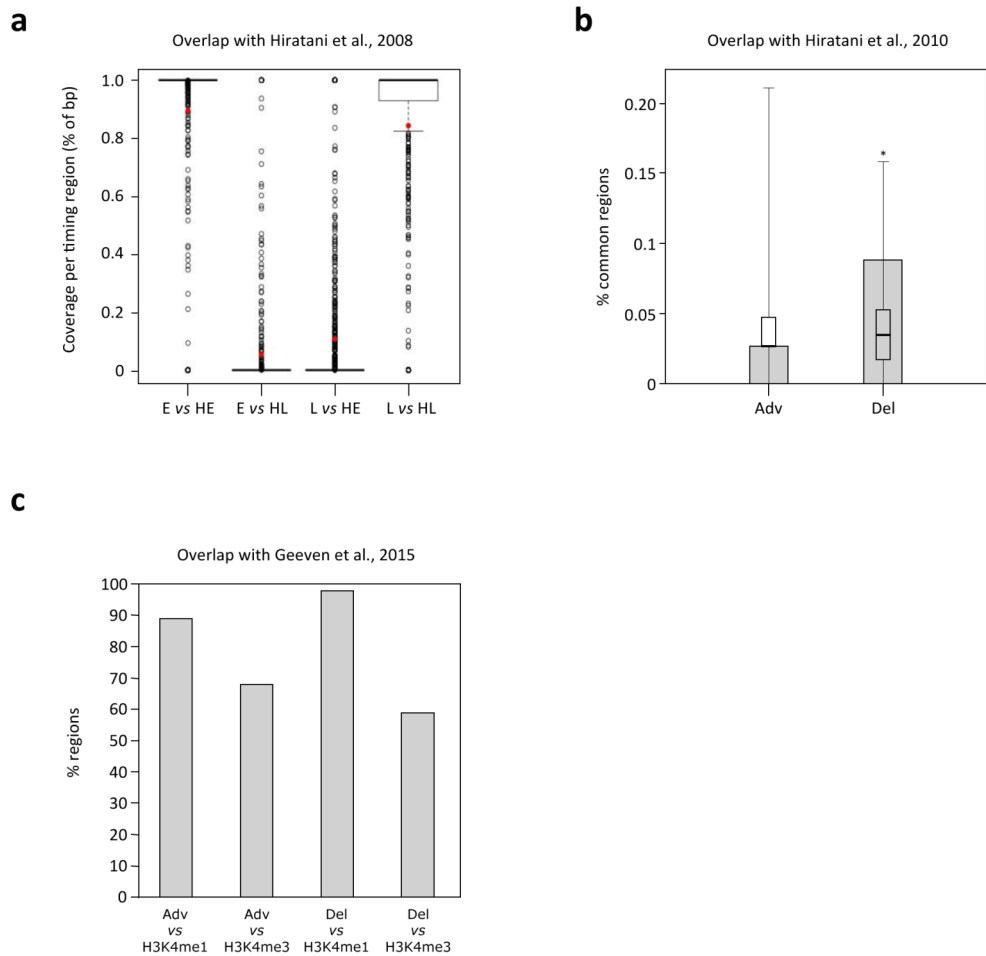

Supplementary Figure 5 (related to Figure 3). Comparative analysis of mES cells replication timing regions with published datasets.

(a) Coverage analysis of Early (E) and Late (L) replication domains in WT mES cells with those reported in Hiratani et al. (2008)⁴; HE, Hiratani-Early and HL, Hiratani-Late, in % of bp. Median values are indicated by a black line and means by a red dot. Data not included between the whiskers are plotted as outliers (empty dots). (b) Percentage of altered timing regions in H1-TKO cells overlapping with replication domains changing replication timing along mES in vitro differentiation towards neural progenitors (Hiratani et al., 2010)⁵. (c) Percentage of regions with advanced (Adv) or delayed (Del) replication timing in H1-TKO cells displaying alterations in H3K4me1 and H3K4me3 levels, as reported for the chromosomal domains with changes in their structural segmentation in the same cell type (Geeven et al., 2015)³.

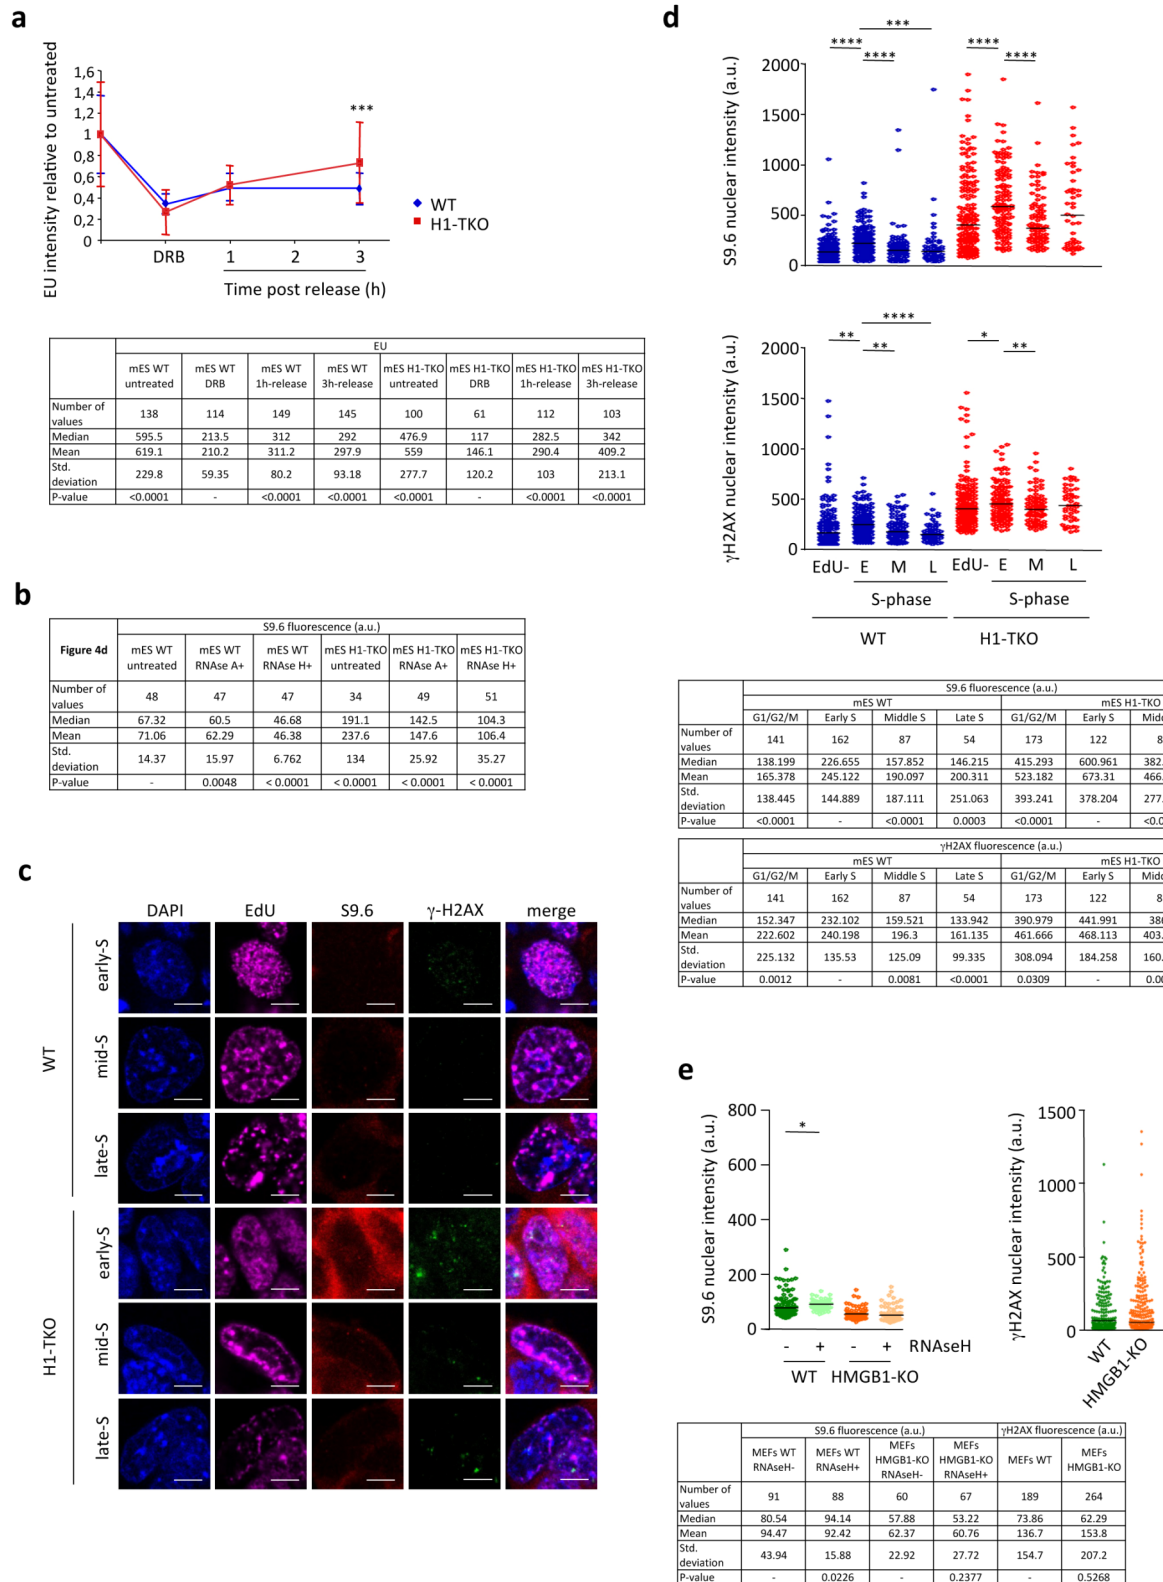

Supplementary Figure 6 (related to Figures 4 and 5). Transcription alterations in H1-TKO cells.

(a) Nascent transcription recovery upon DRB release in WT and H1-TKO cells (top) and statistical analysis of EU intensity per nucleus (bottom). Values in the graph were normalized to those obtained at untreated samples and the statistical analyses shown were performed at the end point of the analysis. *** $P < 0.001$. **(b)** Statistical analysis of S9.6 intensity per nucleus in both cell types untreated or treated with RNaseA or RNaseH for 36h before immunostaining. **(c)** Representative images of S9.6 and γ H2AX immunostaining in early, mid and late-S-phase mES cells. Scale bar, 5 μ m. **(d)** Nuclear signal

distribution and statistical analysis of the experiment shown in (c). (e) Distribution and statistical analysis of S9.6 (left plots) or γ H2AX (right plots) nuclear intensities in WT and HMGB1-KO MEFs.

a

Figure 5a	EU			
	mES WT<br>α -aman-	mES WT<br>α -aman+	mES H1-TKO<br>α -aman-	mES H1-TKO<br>α -aman+
Number of values	87	65	90	88
Median	1272	941.6	932.6	421.5
Mean	1285	959.8	997.2	410.3
Std. deviation	376.8	231	377.4	169.4
P-value	-	<0.0001	-	<0.0001

b

Figure 5b	S9.6 fluorescence (a.u.)					
	mES WT<br>untreated	mES WT<br>α -aman+<br>RNase H-	mES WT<br>α -aman-<br>RNase H+	mES H1-TKO<br>untreated	mES H1-TKO<br>α -aman+<br>RNase H-	mES H1-TKO<br>α -aman-<br>RNase H+
Number of values	182	233	171	175	200	105
Median	217.5	210.7	185.4	572.1	373.4	315.1
Mean	235.9	223.4	210.7	582.3	387.2	327.7
Std. deviation	111.2	107.4	81.19	227.5	148.3	91.46
P-value	-	0.2604	0.0118	-	<0.0001	<0.0001

c

Figure 5c	IODs			
	mES WT<br>α -aman-	mES WT<br>α -aman+	mES H1-TKO<br>α -aman-	mES H1-TKO<br>α -aman+
Number of values	66	57	63	61
Median	88.41	83.19	73.42	76.84
Mean	94.17	86.06	79.49	88.6
Std. deviation	32.01	28.04	37.1	41.32
P-value	-	0.1379	-	0.2672

Figure 5d	Fork rates			
	mES WT<br>α -aman-	mES WT<br>α -aman+	mES H1-TKO<br>α -aman-	mES H1-TKO<br>α -aman+
Number of values	211	232	205	234
Median	1.405	1.395	1.074	1.316
Mean	1.483	1.426	1.13	1.366
Std. deviation	0.6007	0.4129	0.4119	0.4863
P-value	-	0.5298	-	<0.0001

Figure 5e	Fork asymmetry			
	mES WT<br>α -aman-	mES WT<br>α -aman+	mES H1-TKO<br>α -aman-	mES H1-TKO<br>α -aman+
Number of values	39	45	37	45
Median	19.31	14.25	30.83	17.31
Mean	25.01	25.92	58.65	31.55
Std. deviation	20.18	30.63	56.83	43.57
P-value	-	0.3698	-	0.0084

d

Figure 5f	γH2AX fluorescence (a.u.)			
	mES WT<br>α -aman-	mES WT<br>α -aman+	mES H1-TKO<br>α -aman-	mES H1-TKO<br>α -aman+
Number of values	181	233	213	198
Median	237.3	154.9	453.2	252
Mean	266.8	204.1	484.5	313
Std. deviation	121.8	155.5	151.7	182.9
P-value	-	<0.0001	-	<0.0001

e

Figure 6b	IODs							
	mES WT<br>untreated	mES WT<br>DRB	mES WT<br>1h-release	mES WT<br>3h-release	mES H1-TKO<br>untreated	mES H1-TKO<br>DRB	mES H1-TKO<br>1h-release	mES H1-TKO<br>3h-release
Number of values	43	41	47	50	47	55	48	46
Median	80.72	76.83	74.25	68.03	50.3	81.17	50.77	54.32
Mean	86.14	79.22	79.42	73.31	53.32	81.55	53.23	59.06
Std. deviation	29.76	27.56	31.89	18.44	27.27	27.99	17.48	21.94
P-value	0.2789	-	0.8344	0.451	<0.0001	-	<0.0001	<0.0001

f

Figure 6e	S9.6 fluorescence (a.u.)	
	mES H1-TKO<br>pcDNA	mES H1-TKO<br>pcRNAseH
Number of values	85	102
Median	929.2	403.8
Mean	954.4	462.6
Std. deviation	506.2	172.4
P-value	-	< 0.0001

Figure 6f	γH2AX fluorescence (a.u.)	
	mES H1-TKO<br>pcDNA	mES H1-TKO<br>pcRNAseH
Number of values	85	102
Median	393.8	179.3
Mean	478.1	224.8
Std. deviation	319.3	374.2
P-value	-	< 0.0001

Figure 6c	Fork rate							
	mES WT<br>untreated	mES WT<br>DRB	mES WT<br>1h-release	mES WT<br>3h-release	mES H1-TKO<br>untreated	mES H1-TKO<br>DRB	mES H1-TKO<br>1h-release	mES H1-TKO<br>3h-release
Number of values	113	114	131	106	194	159	148	171
Median	1.318	1.249	1.175	1.139	0.7327	1.085	0.6314	0.7378
Mean	1.305	1.282	1.247	1.138	0.7711	1.192	0.6847	0.7514
Std. deviation	0.3758	0.3856	0.4087	0.3876	0.3144	0.4695	0.3316	0.3252
P-value	0.614	-	0.2991	0.0087	<0.0001	-	<0.0001	<0.0001

g

Figure 6g-i	IODs		Fork rate		Fork asymmetry	
	mES H1-TKO<br>pcDNA	mES H1-TKO<br>pcRNAseH	mES H1-TKO<br>pcDNA	mES H1-TKO<br>pcRNAseH	mES H1-TKO<br>pcDNA	mES H1-TKO<br>pcRNAseH
Number of values	62	44	286	233	30	29
Median	68.79	71.61	0.7778	0.9508	45.43	20.8
Mean	77.37	73.14	0.8716	0.9958	62.19	35.72
Std. deviation	39.03	34.11	0.3628	0.4749	61.86	30.97
P-value	-	0.7316	-	0.0048	-	0.1314

Figure 6d	Fork asymmetry							
	mES WT<br>untreated	mES WT<br>DRB	mES WT<br>1h-release	mES WT<br>3h-release	mES H1-TKO<br>untreated	mES H1-TKO<br>DRB	mES H1-TKO<br>1h-release	mES H1-TKO<br>3h-release
Number of values	22	33	30	25	32	24	29	28
Median	16.53	12.61	20.77	16.4	45.36	18.33	44.05	51.99
Mean	22.77	28.78	26.25	28.45	63.27	20.78	59.71	50.98
Std. deviation	28.87	44.78	22.91	47.19	78.6	16.39	78.27	35.28
P-value	0.8975	-	0.208	0.8016	0.0096	-	0.0188	0.0012

Supplementary Figure 7 (related to Figures 5 and 6). Recovery of H1-TKO cells replicative stress upon transcription inhibition or R-loop inhibition.

Statistical analysis of nuclear signal intensities of EU (a), S9.6 (b), and γH2AX (d), and IODs, fork rates and fork asymmetry in WT and H1-TKO mES cells untreated or treated with α -amanitin (c) or DRB (e). Statistical analysis of S9.6 and γH2AX (f), and IODs, fork rates and fork asymmetry (g) in H1-TKO cells transfected with an empty vector or with a RNaseH1-overexpression vector.

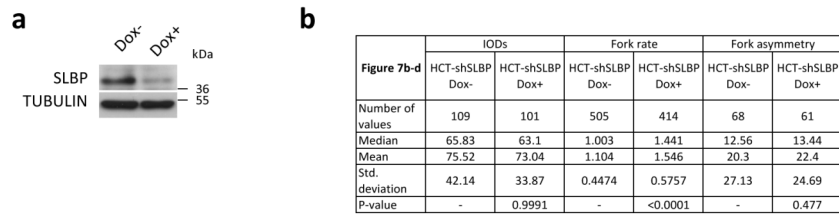

Supplementary Figure 8 (related to Figure 7). Single molecule analysis of DNA replication in HCT-shSLBP cells.

Immunoblot analysis of SLBP levels in control and Doxycyclin-induced SLBP-KD HCT cells. TUBULIN was used as a loading control. **(b)** Statistical analysis of IODs, fork rates and fork asymmetry in the same conditions.

Figure 2e:

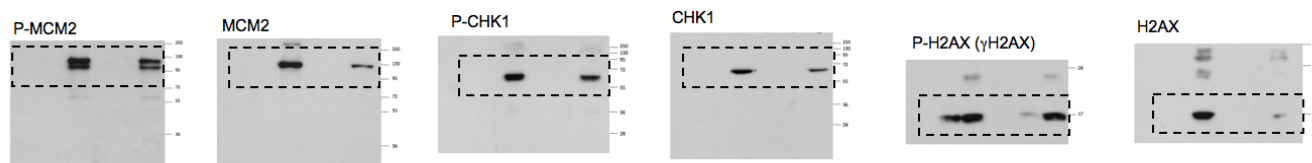

Figure 6e:

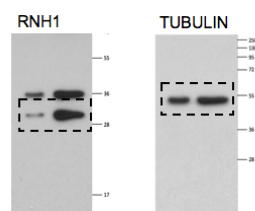

Figure S1a:

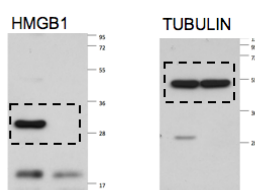

Figure S4a:

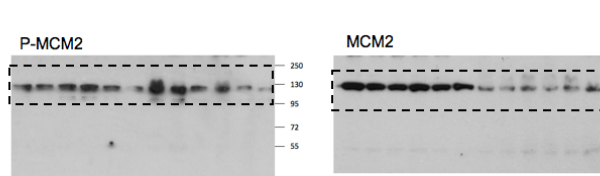

Figure S8a:

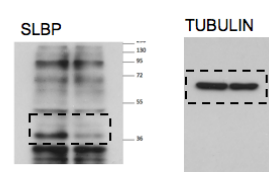

Supplementary Figure 9 (related to Figures 2e, 6e, S1a, S4a and S8a). Full images of WB.

Primer	Sequence (5' to 3')	Annealing T ^{ra} (°C)
Med13l-Ex1F	CTGGAGGATTGTCACTCCAACC	62
Med13l-In1R	TCCGGGAGGAGAAAGTTGCG	
Med13l-Ex4F	TGTGCGGCCCTATGACAAGG	64
Med13l-In4R	CAGATAACAGATACGCCAGCCC	
Med13l-Ex5F	AGTGTGGAGATAGCTCAGCACC	64
Med13l-In5R	TGCACGCAGTTACGCTGGTG	
Med13l-In-lastF	AGGTGGCCATGCTGGTGTGC	64
Med13l-Ex-lastR	CTGGATTGCACGTGAGCCAG	
Inpp5a-Ex1F	ACCGCGGTCCTGCTGGTCAC	64
Inpp5a-In1R	GAAAATGGGGATGTCAGGGTCC	
Inpp5a-Ex4F	AGAATACAACAGGGCGCGTGTC	64
Inpp5a-In4R	GCATGCGTGCCGACTTAGTAC	
Inpp5a-Ex5F	GGAAGCTTTTATTTTCTTCACGAATCC	64
Inpp5a-In5R	GACAACAGAGCTAGAGGGACC	
Meg3F	GACCCCCAGATCACAGAGAA	60
Meg3R	AAAGAACCCTGCCTCCAAAT	
RianF	CCTGGTGAACACATCCCTCT	60
RianR	TTTCCTTTCCCCTTGGACTT	
AirnF	AAAGGGAAGGGAAAGCTCAG	62
AirnR	GCATTAAAACCCTCCGAACC	
Pias3F	TATGGGCTGGATGGTGAGTG	60
Pias3R	GAGACCTGTGGGTGGTTAAG	
AK13F	CATGTTGCCTTCGTCATGGTG	62
AK13R	AGTTATGTCCCCAGCGTGC	

Supplementary Table 1 (related to Figures 4 and 7). Primers and qPCR conditions.

Quantitative real-time PCR (qPCR) was performed in an ABI Prism 7900HT instrument (Applied Biosystems) with HotStar Taq polymerase (Qiagen) and SYBR Green (Molecular Probes). Reactions were performed through 15 minutes at 95°C and 40 cycles of 30 seconds at 95°C, 30 seconds at the annotated annealing temperature and 1 minute at 72°C. Conditions for each pair of primers were empirically adjusted to a slope of -3.3 ± 0.3 and $R^2 > 0.99$ using four serial five-fold dilutions of sonicated genomic DNA. Reactions were performed in duplicate in at least in two independent preparations. Analyses were carried out using the ABI Prism 7900HT SDS Software (version 2.4).

Supplementary References

1. Landt, S. G. et al., ChIP-seq guidelines and practices of the ENCODE and modENCODE consortia. *Genome Res.* **22**, 1813-1831 (2012).
2. Nakamura, H., Morita, T. & Sato, C. Structural organizations of replicon domains during DNA synthetic phase in the mammalian nucleus. *Exp. Cell Res.* **165**, 291-297 (1986).
3. Geeven, G., Zhu, Y., Kim, B. J., Bartholdy, B. A., Yang, S. M., Macfarlan, T. S., Gifford, W. D., Pfaff, S. L., Verstegen, M. J., Pinto, H., Vermunt, M. W., Creyghton, M. P., Wijchers, P. J., Stamatoyannopoulos, J. A., Skoultschi, A. I. & de Laat, W. Local compartment changes and regulatory landscape alterations in histone H1-depleted cells. *Genome Biol.* **16**, 289 (2015).
4. Hiratani, I., Ryba, T., Itoh, M., Yokochi, T., Schwaiger, M., Chang, C.W., Lyou, Y., Townes, T. M., Schübeler, D. & Gilbert, D. M. Global reorganization of replication domains during embryonic stem cell differentiation. *PLoS Biol.* **6**: e245 (2008).
5. Hiratani, I., Ryba, T., Itoh, M., Rathjen, J., Kulik, M., Papp, B., Fussner, E., Bazett-Jones, D. P., Plath, K., Dalton, S., Rathjen, P. D. & Gilbert, D. M. Genome-wide dynamics of replication timing revealed by in vitro models of mouse embryogenesis. *Genome Res.* **20**, 155-69 (2010).

# Supplementary material for: Chromatin conformation regulates the coordination between DNA replication and transcription
**Source:** Nat Commun. 2018 Apr 23;9:1590. doi: 10.1038/s41467-018-03539-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Genomic regions displaying altered replication timing in mES H1-TKO cells.

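The table lists 97 regions of mm9 by chromosome, start and end, 38 labelled advanced and 59 delayed, with the percentage of GC bases, of bases in genes and of bases in origins of each. It rests on the averages of log2(Early/Late) over each replication domain, which the paper compared between genotypes with Student's test. Together the regions cover 91.9 Mb, of which 40.9 Mb are advanced and 51.0 Mb delayed, or 3.46% of chromosomes 1 to 19, X and Y. Advanced regions were 0.49 to 3.73 Mb long (median 0.82) and delayed regions 0.42 to 2.19 Mb (median 0.79), with a median of 66.5 and 65 array probes. Chromosome X holds 8 of the advanced regions and none of the delayed ones. The listed GC content averages 44.2% over advanced and 43.6% over delayed regions in the paper's table, and no region differed from the GC content counted on the mm9 sequence by more than 1.83 percentage points.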

How the deposited data were processed for this re-analysis (not part of the article)

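Replication timing was measured in WT and H1-TKO mES cells, 2 arrays each, on a 4-array slide of an Agilent mouse CGH design, which was scanned at once. Array position and sample cannot be told apart, while slide and scan are shared by all arrays. The 4 samples were mapped to genotype and replicate from their titles and genotype labels and from the legend of Fig. 3. The sources differ on some points. The results and labels name mES cells and one methods paragraph names MEF cells, the BrdU pulse is 90 min in the methods and 60 min in the labels, the sorters differ, and the methods and the submitters' processing notes give Feature Extraction 9.1 while the headers of the deposited files give 11.5.1.1.

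The authors deposited the scanner output of each array. Its intensity columns hold, per spot and channel, the mean and the local background in linear units and a processed intensity that Feature Extraction made by background subtraction, spatial and multiplicative detrending, surrogate values for spots not above background and linear dye normalization. The deposited log10 ratio of late (red) over early (green) equals the ratio of the processed intensities within a tolerance of 4.11e-07 at spots without a surrogate value and was used only to check the direction. The paper's later steps, triangular smoothing over 500 kb, domain calling by Z-score and Student's test on domain averages, are not part of the files.

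Here log2(Early/Late) was computed from the processed intensities of 174305 spots that are not controls. Spots called outliers by the software were left out (0.142% to 0.388% per array), repeated spots were averaged to 170305 probes, and each array was centred on its autosomal median. Probe positions were checked by finding 3416 probe sequences on mm9, all at their stated place. Window, region and gene values are means over probes by their start position. Genes were named by the array's own gene column, which can hold old symbols, and 44 symbols found on more than one chromosome were kept per chromosome. Gene coordinates come from GENCODE M1 on NCBIM37 (mm9). Chromosome Y was left out of windows and genes. GC content and gene coverage by class were compared by permutation with 100000 resamples. Early, middle and late classes use limits of 0.25 and -0.25.

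Tests used limma 3.58.1 in R 4.3.3 with data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. No replicate block was used, since only numbers are shared between the genotypes. The eBayes prior for windows had infinite degrees of freedom, so every window was tested with the same standard error of 0.22 whatever the spread of its own arrays. Gene lists were compared with camera, with an inter-gene correlation preset at 0.01 and with an estimated one, and with fry. On simulated windows with the same size of noise, 200 changed windows in each of 20 draws, the test recovered 13.9% of changes of 0.5, 88.0% of changes of 1 and all of those of 1.5, and 3.15% of its calls were unchanged windows. On simulated genes it recovered 2.09%, 32.5% and 87.0%, with 3.98% of calls unchanged. The simulation gives all arrays one amplitude and independent noise.

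The design, the alternatives and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper names, the gene with most probes in the 6 advanced and 6 delayed regions with the largest difference and in the regions of Fig. 3b, the gene with most probes in the 6 advanced and 6 delayed called windows with the largest difference outside those regions, and up to 4 members of each of 13 gene lists. The regions and genes of the paper's tables had been seen when the rule was written. The alternatives were normexp, within-array loess, one amplitude for all arrays, centring on all probes, only probes well above background, outlier spots kept, GC correction, the replicate number as a block with and without GC correction, each array left out, the methods' Student's test, other window sizes, smoothing and probe minimums, other class limits and camera with an estimated correlation. Leaving out spots with a surrogate value, centring on the median window, with and without scaling, and a crossed pairing were added after the data were seen.

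Precision is set by the number of arrays and by signal over background. In WT replicate 1, 33.6% of spots had a surrogate value in at least one channel, against 3.34% to 3.77% on the other arrays.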

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

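Scaled arrays and leaving out WT replicate 1 were planned settings, but their use and bounds as tests of the excess of delayed windows were chosen after the result was seen, as were the zero position, the late channel of chromosome 11 and the count of 10-Mb bins. The other tests were set down before their values were known.

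The paper reports on the regions of Supplementary Data 1, and 1010 called windows touch none of them, 866 delayed and 144 advanced. Over all windows delayed calls outnumber advanced ones, with 16.6% of calls advanced, and the mean of all 20 chromosomes tested is lower in H1-TKO cells, 9 of them past the threshold of limma. Unequal amplitude of the arrays does not account for this by itself, since scaling all arrays to one amplitude left 11.3% of calls advanced, although no chromosome mean then passed (limma). The part of WT replicate 1, with its few probes well above background, stays open: without it 13.8% of calls were advanced (44 of 320), but the WT group is then 1 array with no spread of its own. The position of the zero of each array stays open too: with scaled arrays centred on the median window 54.3% of calls were advanced, but that centring itself sets the median difference near 0. The median window lies at -0.07 and -0.31 on the WT arrays and -0.54 and -0.44 on the H1-TKO arrays, and a ratio of fractions carries no absolute zero, so a shift of the whole genome and a shift of the zero cannot be told apart. Centring on the median window without scaling left no window called in limma, with 1424 at an unadjusted p under 0.05, although it moved the median difference over windows only from -0.28 to 0.0208. Scaled arrays with the same centring kept 401 delayed and 121 advanced windows that the main setting, normexp, loess and scaling alone also called. These shared counts are bounded by the calls of the main setting, so their balance does not decide the position of the zero.

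Chromosome 11, on which the paper gives no signal, had a mean signal of both channels higher by 0.59 (log2) in H1-TKO than in WT cells, at 0.67 and 0.54 against 0.00 and 0.03 (adjusted p = 0.00766 from limma over chromosomes). A change in timing would not raise the late channel, which was higher by 0.52, and a bias with GC content and timing left a median residual of 0.47 over its windows. A gain of the whole chromosome in a large part of the H1-TKO cells, for which log2 of 3 over 2 is 0.58, stays open as a hypothesis. Of its windows 69.7% lay above 0.29, under the bound of 90% set beforehand, but that bound was out of reach: windows scatter so much that only 59.7% of those on the other autosomes would lie above it after a shift of 0.58. In all 12 bins of 10 Mb the median residual was above 0.29, between 0.35 and 0.63, and no karyotype was analysed here.

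Chromosome 9 had a signal lower by -0.28 in H1-TKO than in WT cells, at 0.04 and 0.01 against 0.25 and 0.37 (adjusted p = 0.0273 from limma over chromosomes), in both channels. Smaller differences that passed were -0.16 on chromosome 3, -0.13 on chromosome 6 and 0.10 on chromosome 19. The signal difference of windows was also fitted on GC content and timing over the autosomes other than chromosome 11. After that fit the median residual was 0.045, 0.052 and 0.084 on chromosomes 3, 6 and 19, and -0.24 on chromosome 9. GC content and timing thus left little of the smaller differences, in a fit that included these chromosomes. Of the 238 windows on chromosome 11, 57 were delayed and 28 advanced, and its mean log2(Early/Late) differed by -0.0831 (adjusted p = 0.399 from limma over chromosomes). The advanced share was 11.8%, against 3.42% on the other chromosomes.

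The paper does not discuss the list of olfactory and vomeronasal receptor genes, whose measured members are nearly all Vmn2r genes. Of 59 measured members 18 fell, 41 did not pass and none rose (24 fell when adjusted over the list alone), with a median difference of -0.70 (camera adjusted p = 4.52e-12, and adjusted p = 0.570 with an estimated correlation). The median was -0.54 with scaled arrays, where none of the 18 genes passed in limma, and -0.30 with scaled arrays centred on the median window. Vmn2r114, Vmn2r65, Vmn2r16 and Vmn2r106, the members with the largest falls, differed by -1.96, -1.49, -1.46 and -1.45 over 2 or 3 probes each. Their 500-kb windows differed less, by -0.86, -0.43, -0.44 and -0.64, and those of Vmn2r65 and Vmn2r16 were not called. The list's median of -0.70 lay at percentile 0 of 10000 random lists matched on the WT log ratio, whose central 95% ran from -0.35 to -0.03. It also lay at percentile 0 among lists matched on the signal of the genes' probes. Genes were drawn singly for these lists, without matching on clusters or probe number, so the ranges can be too narrow. Neither late replication in WT cells nor probe signal is therefore excluded. The genes form 19 clusters, several of a single gene, so they are fewer independent items than their number. Each cluster had a median below 0, from -1.35 to -0.04. The random lists matched on the WT log ratio had a median of -0.20, so a cluster median below 0 says little by itself. Neither probes shared between related genes nor an effect of H1 loss was tested.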

How the results depend on the processing

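Scaling, centring and single arrays move the number of calls more than the direction of single regions. In each of the settings run, 57 or 58 of the 59 delayed regions had a lower mean in H1-TKO cells, and 30 to 38 of the 38 advanced regions a higher one. WT replicate 1 has few probes well above background, and 500 windows had at least 10 such probes in both channels of all arrays. The cause of the changes below was not tested, except where fewer windows, genes or arrays enter. Settings added after the data were seen are the surrogate, median-window and crossed ones.

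Against 1148 called windows, limma called 229 with only probes well above background, 2693 of 11982 windows of 200 kb, 528 of 2515 windows of 1 Mb and 671 with a trended, robust prior. Centring on the median window gave 0 (1424 at an unadjusted p under 0.05). The methods' Student's test passed 18 windows at its threshold and 0 after Benjamini-Hochberg (645 at an unadjusted p under 0.05). Leaving out 1 array gave 30 (without H1-TKO replicate 1) to 2543 windows (without WT replicate 2), with 320 without WT replicate 1 and 193 without H1-TKO replicate 2.

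Of the delayed regions, 57 passed, 27 with centring on the median window, and 5 and 32 with the methods' test at its threshold and adjusted. The range without 1 array was 41 to 55. Of the advanced regions, 22 passed, 35 with normexp, 36 with loess and 36 with scaled arrays centred on the median window. The methods' test passed 0 both ways, and without 1 array 4 to 27 passed.

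Calls of genes rest on the setting. Against 1301, 486 genes passed with normexp and 486 with probes well above background, 1 with scaled arrays (2751 at an unadjusted p under 0.05), 0 with loess (3160), 0 with at least 1 probe per gene (4145), 0 with centring on the median window (3150) and 0 with that and scaling (3005), all in limma. The methods' test passed 36 and, adjusted, 0 (1589). Without 1 array 138 to 2436 passed. All 46 named genes that passed kept their direction in every setting that measured them, and with scaled arrays none passed. Most were named because they passed or lay where differences were large on these same arrays, so a kept direction is weak support. The replicate block alone, the crossed pairing, the methods' test and the probe minimums leave a gene's difference unchanged. With probes well above background 15 passed, 3 did not and the others were not measured.

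The genotypes' r of 0.918 was 0.869 with loess, 0.787 with probes well above background, 0.891 in 200-kb windows and 0.784 over single probes, and 0.887 to 0.926 without 1 array. The share of windows of the same class was 62.4% with probes well above background, 90.2% and 68.5% with limits of 0 and 0.5, and 65.9% to 83.6% without 1 array. The median difference in early windows was -0.17 with scaled arrays, 0.35 with centring on the median window, and -0.03 to 0.23 without 1 array. In middle windows it was -0.0791 with normexp, -0.10 with loess, -0.20 with probes well above background, -0.0571 and -0.0250 with centring on the median window without and with scaling, -0.19 with classes from WT array 1, and -0.48 to -0.24 without 1 array. In late windows it was -0.0467 with normexp, -0.12 with loess, -0.11 and 0.0156 with centring on the median window without and with scaling, and -0.63 to -0.19 without 1 array. Chromosome means that passed fell from 9 to 0 with scaled arrays and ranged from 0 to 20 without 1 array. Of 13 gene lists, 7 passed in camera, 0 with an estimated correlation, 2 with scaled arrays and 2 with scaled arrays centred on the median window.

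No source says that a replicate number marks a culture or day shared between the genotypes. The differences between replicates, 1 minus 2, correlated at -0.69 between genotypes. Each difference also followed the mean profile of all arrays, at -0.88 for WT and 0.75 for H1-TKO. The correlation can thus reflect the unequal amplitude of the arrays and does not test a pairing. With the replicate block 227 windows, 51 delayed and 17 advanced regions and 536 genes passed, and with the replicate block and GC correction 224 windows, 55 and 22 regions and 535 genes. With the crossed pairing as a block 2683 windows, 57 delayed and 29 advanced regions and 3242 genes passed. That pairing was chosen because of the correlation of -0.69, so its higher counts are no evidence for it.

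Directions of genes that did not pass turned in 16 cases. Rian, at -0.26, was at 0.11 with normexp, 0.0398 with scaled arrays, 0.70 with probes well above background, 0.0342 with centring on the median window and 0.27 with that and scaling. Meg3, at 0.05, was at -0.0760 with loess and at -0.00291 with GC correction, with or without the block, and without 1 array it ranged from -0.0963 (without H1-TKO replicate 1) to 0.20. Airn, at 0.08, was at -0.0732 with loess, -0.24 with scaled arrays and -0.0116 with scaled arrays centred on the median window. Without 1 array Airn ranged from -0.0827 (without H1-TKO replicate 1) to 0.25, with -0.0728 without WT replicate 1. Akt3, at 0.05, ranged without 1 array from -0.20 (without WT replicate 2) to 0.30, with -0.0358 without H1-TKO replicate 2, and was at 0.88 with probes well above background.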

Differences from the paper's values

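The paper lists 38 regions with advanced replication, of which 22 passed here at an adjusted p of 0.05 from limma. The paper's threshold is a P value of 0.001 in Student's test on domain averages, whose replication units it does not state in full. Among the alternatives set before the data were examined, the count lies within 1.5 times the paper's with normexp (35), loess (36), scaled arrays (28), probes well above background (26) and without WT replicate 2 (27). It does not with centring on all probes, outlier spots kept or GC correction (22 each), the replicate block (17, or 22 with GC correction), without WT replicate 1 (24), without H1-TKO replicate 1 (4) or without H1-TKO replicate 2 (15). At the methods' own threshold, with arrays as the units of the test, 0 advanced and 5 of the 59 delayed regions passed. Centring on the median window (31) and scaled arrays centred on it (36), chosen after the values were seen, also come within 1.5 times, dropping 7 and 2 of the paper's advanced regions.

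The paper's share of the genome with changed timing is around 3 to 4%, and 22.9% of the windows passed here at a threshold the paper did not use. The regions of Supplementary Data 1 themselves add up to 3.46% of the genome. Of the alternatives set before the data were examined, the share lies within 1.5 times the paper's with the replicate block (4.54%), with the replicate block and GC correction (4.48%) and without H1-TKO replicate 2 (3.86%). It is above with normexp (27.9%), loess (17.5%), scaled arrays (27.7%), centring on all probes (23.7%), probes well above background (45.8%), outlier spots kept (23.1%), GC correction (22.1%), without WT replicate 1 (6.40%), without WT replicate 2 (50.8%), windows of 200 kb (22.5%) and 1 Mb (21.0%), at least 20 probes per window (25.2%), triangular smoothing (25.0%), a difference of at least 0.5 (22.9%) and a trended, robust prior (13.4%). It is below without H1-TKO replicate 1 (0.5996%) and with the methods' test at its threshold (0.360%) and adjusted (0). The bound of 0.5 on the difference could remove no call, so it is no separate check. With 1 standard error for all windows, the Krt85 window at -0.56 already missed the threshold (adjusted p = 0.051 from limma).

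Gene coverage had a median of about 47% in middle and about 35% in late domains in Fig. 3d, read by eye, against 30.9% and 19.5% here. The units differ, since the paper's are replication domains with RefSeq genes and those here windows of 500 kb with protein-coding genes of GENCODE. The early median, about 60% in Fig. 3d, was 56.3% here.

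In direction, 58 of the 59 regions listed as delayed and 35 of the 38 listed as advanced went the stated way. The paper lists the region on chromosome 11 from 77426660 to 78179700 as delayed, and its mean was higher in H1-TKO cells by 0.76 (adjusted p = 0.0737 from limma). It passed as higher with normexp, loess, scaled arrays, probes well above background and without WT replicate 2, and also with the settings chosen after the data were seen. The paper lists as advanced regions on chromosome 1 from 114632700, chromosome 14 from 94263170 and chromosome 9 from 9644565, where the difference was -0.06, -0.00 (-0.0028274) and -0.20, and with scaled arrays all 38 were higher. With probes well above background 35 were higher and 1 passed as lower (limma), and without WT replicate 2 the number of higher ones was 30.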

Other observations

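Several genes of DNA replication and of transcription lay in parts of the genome that replicated at another time in H1-TKO cells. Over all 12823 genes 604 rose and 697 fell, together 10.1%, so a few called members do not set a list apart. Of 35 measured genes of DNA replication and checkpoints, 3 rose and 2 fell (the same numbers when adjusted over the list alone). Timeless, a fork protection factor, rose by 1.98 over 2 probes and Cdc6, an origin licensing factor, by 1.77 over 2 probes, and their 500-kb windows of 50 and 54 probes rose by 0.69 and 0.75 (adjusted p = 0.0181 and 0.0101 from limma). The calls of Atrip and Lig1 had no called window around them. The same holds for Ddx21 of the transcription list, Acta2 of the fibroblast list and Asz1 and Smc1b of the germline list. Of 31 genes of transcription elongation and R-loop resolution 4 rose and 1 fell (6 and 1 when adjusted over the list alone). The window of the exonuclease gene Xrn2 went from 0.15 to 1.17 (adjusted p = 0.000339 from limma) and that of the elongation factor gene Ell2 from 0.24 to -0.61 (adjusted p = 0.00337). Xrn2 lies in an advanced region of Supplementary Data 1, on chromosome 2 from 145457200 to 147005300. The window on chromosome 13 from 23500001 to 24000000, which holds Hist1h1c, Hist1h1d and Hist1h1e and other genes of the major histone cluster, went from 0.54 ± 0.04 in WT to -0.16 ± 0.08 in H1-TKO cells (SD, n = 2, adjusted p = 0.0155 from limma), and Hist1h2be within it fell by 1.54. Of 3 measured histone genes it was the only one past the threshold.

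Of 29 imprinted genes 4 fell and none rose (5 and 1 when adjusted over the list alone). The falling members lie in 2 places, Slc22a3 and Slc22a2 on chromosome 17 and Calcr and Asb4 on chromosome 6. Asb4 and Col1a2 of the fibroblast list lie in the same delayed region of Supplementary Data 1, on chromosome 6 from 4384251 to 5585131, and are not separate findings. The window of Asb4 went from 0.83 to -0.48 (adjusted p = 2.59e-06 from limma). Airn, the antisense transcript of the same chromosome 17 cluster that the paper names, was at 1.09 ± 0.22 in WT and 1.18 ± 0.23 in H1-TKO cells (SD, n = 2) and did not pass, while the window from 13000001 to 13500000, next to the delayed one of Slc22a3, rose by 0.62 (adjusted p = 0.0331 from limma). Of 22 fibroblast genes 4 fell, among them Col1a2 by 1.60 and Col5a1 by 1.23, and 1 more rose when adjusted over the list alone. Of 17 neural genes 1 fell, Gria1 by 1.36. Of 23 germline genes 5 fell and 1 rose, with Sycp2 at -1.73 and Hormad1 at 1.04. Of 15 pluripotency genes 1 rose, Dnmt3b by 0.99 over 4 probes, while its window of 42 probes differed the other way, by -0.22, and was not called (adjusted p = 0.456 from limma). Of 11 housekeeping genes 1 rose, Nono on chromosome X by 0.92. None of 3 Hox genes, 2 protocadherin genes and 1 Rhox gene passed, and Pcdha1 and Rhox12 fell only when adjusted over the list alone. The camera test passed for the pluripotency, fibroblast, DNA replication, transcription, imprinted and housekeeping lists (adjusted p from 0.0101 to 0.0225), and no list passed with an estimated correlation (adjusted p = 0.570 to 0.731). With scaled arrays none of the genes named here passed over genes.

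Of other genes the paper names from other assays, Inpp5a lies in a delayed region and was at 0.82 ± 0.24 in WT and 0.14 ± 0.00 (0.00061517) in H1-TKO cells (SD, n = 2), a difference of -0.67 (adjusted p = 0.147 from limma). Its window fell by 0.64 (adjusted p = 0.0263). Med13l was at 0.77 ± 0.18 and 1.098 ± 0.15 and Slbp, over 2 probes, at 0.52 ± 0.80 and 1.30 ± 0.58, in WT and H1-TKO cells (SD, n = 2). Meg3 and Rian, on chromosome 12, were late in both, at -0.9954 and -0.86 in WT and -0.94 and -1.12 in H1-TKO cells. None of the 4 passed the test. Hmgb1 and Pias3 were not measured over enough probes, and their windows went from 0.70 to 0.35 and from 1.07 to 1.06.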
